# Pancreatic and intestinal endocrine cells in zebrafish share common transcriptomic signatures and regulatory programmes

**DOI:** 10.1186/s12915-020-00840-1

**Published:** 2020-08-31

**Authors:** Arnaud Lavergne, Estefania Tarifeño-Saldivia, Justine Pirson, Anne-Sophie Reuter, Lydie Flasse, Isabelle Manfroid, Marianne L. Voz, Bernard Peers

**Keywords:** Pancreatic endocrine cells, Enteroendocrine, Transcriptome, RNA-seq, Pax6, Zebrafish, Hormone, Transcriptome comparison

## Abstract

**Background:**

Endocrine cells of the zebrafish digestive system play an important role in regulating metabolism and include pancreatic endocrine cells (PECs) clustered in the islets of Langerhans and the enteroendocrine cells (EECs) scattered in the intestinal epithelium. Despite EECs and PECs are being located in distinct organs, their differentiation involves shared molecular mechanisms and transcription factors. However, their degree of relatedness remains unexplored. In this study, we investigated comprehensively the similarity of EECs and PECs by defining their transcriptomic landscape and comparing the regulatory programmes controlled by Pax6b, a key player in both EEC and PEC differentiations.

**Results:**

RNA sequencing was performed on EECs and PECs isolated from wild-type and *pax6b* mutant zebrafish. Data mining of wild-type zebrafish EEC data confirmed the expression of orthologues for most known mammalian EEC hormones, but also revealed the expression of three additional neuropeptide hormones (Proenkephalin-a, Calcitonin-a and Adcyap1a) not previously reported to be expressed by EECs in any species. Comparison of transcriptomes from EECs, PECs and other zebrafish tissues highlights a very close similarity between EECs and PECs, with more than 70% of genes being expressed in both endocrine cell types. Comparison of Pax6b-regulated genes in EECs and PECs revealed a significant overlap. *pax6b* loss-of-function does not affect the total number of EECs and PECs but instead disrupts the balance between endocrine cell subtypes, leading to an increase of ghrelin- and motilin-like-expressing cells in both the intestine and pancreas at the expense of other endocrine cells such as beta and delta cells in the pancreas and *pyyb*-expressing cells in the intestine. Finally, we show that the homeodomain of Pax6b is dispensable for its action in both EECs and PECs.

**Conclusion:**

We have analysed the transcriptomic landscape of wild-type and *pax6b* mutant zebrafish EECs and PECs. Our study highlights the close relatedness of EECs and PECs at the transcriptomic and regulatory levels, supporting the hypothesis of a common phylogenetic origin and underscoring the potential implication of EECs in metabolic diseases such as type 2 diabetes.

## Background

The enteroendocrine cells (EECs) and pancreatic endocrine cells (PECs) play a crucial role in the control of metabolism of all vertebrates. The PECs, notably via the antagonistic action of glucagon and insulin, secreted respectively by the alpha and beta endocrine cells, regulate glycaemia. The EECs also participate in this control through the release of some hormones, like glucagon-like peptide-1 (GLP-1) or glucose-dependent insulinotropic polypeptide (GIP), which display incretin effect, enhancing the glucose-stimulated insulin secretion. The EECs secrete more than 15 hormones that modulate many physiological processes including the release of digestive enzymes and bile from the exocrine pancreas and gallbladder, control of intestinal motility, sensing of nutrients and microbial metabolites and stimulation or suppression of appetite [1]. The EECs were initially classified into distinct subtypes according to the hormone they secrete; however, subsequent analyses revealed that there is an extensive co-expression of several hormones in individual EEC [2]. Recent single-cell RNA-seq studies have indeed confirmed this co-expression in murine EECs thereby identifying at least 9 EEC subtypes expressing various combinations of neuropeptides or hormones [3, 4].

EECs display similarities with pancreatic endocrine cells (PECs). Some hormones are produced from both pancreatic and intestinal endocrine cells, like somatostatin (Sst), ghrelin (Grhl) or peptide YY (Pyy) [5, 6]. Also, many transcription factors are involved in the differentiation of both EECs and PECs such as NeuroD, Pax6, Isl1, Nkx2.2, Insm1 and Arx [7–10]. For example, Pax6 is crucial for the differentiation of PECs, and its inactivation disturbs the adequate proportion of the different endocrine cell subtypes. Indeed, in *Pax6* KO mice [11, 12] and in *pax6b*^*−/−*^ zebrafish [13], the number of alpha, beta and delta pancreatic cells is significantly reduced while epsilon cells are increased. In the small intestine, Pax6 has been reported to be required for the differentiation of some EEC subtypes [14, 15]; however, it is still not known which set of genes is regulated by Pax6 during EEC and PEC differentiation and whether the Pax6-regulated network is shared by these two tissues.

EECs have been detected in the gut of many vertebrate and invertebrate species, and their formation appears early during animal evolution dating back to the cnidarian-bilaterian ancestor [16–18]. In contrast, the pancreas and the PECs appeared much later with the first vertebrate species [19, 20]. The similarity between EECs and PECs could be due to several reasons. The first possibility could be a common phylogenetic origin; the PECs could have indeed derived from some EECs and moved out from the gut to form clusters and to secrete other hormones like insulin and glucagon. This scenario is compatible with the “sister cell-type model” [21] where two cell types derived from an ancestral cell type by segregation of function (e.g. secretion of distinct hormones) due to the gain or loss of transcription factors. In this model, the two sister cell types still share many characteristics and can display similarities in their transcriptomes [22]. Another reason of the PEC and EEC similarities could be the co-option of the EEC (or neuronal) regulatory pathways by the pancreatic cells [23]. To approach this matter, we have measured in the present study the degree of similarity between EECs and PECs at the genome-wide expression level and determined whether they share regulatory programmes. We previously determined the transcriptomic landscape of zebrafish PECs [24]. In contrast, the EECs from zebrafish have not yet been fully characterized, and only a few hormones have been shown be expressed in these cells [25–29]. The first objective of this study was to perform a detailed characterization of zebrafish EECs by determining their transcriptomic profiles and identifying all neuropeptide hormones and regulatory genes expressed in these cells. Secondly, the transcriptomic landscape of zebrafish EECs was compared with those of zebrafish PECs to measure the degree of similarity. Finally, we analysed the consequences of *pax6b* inactivation on the transcriptome of both pancreatic and intestinal endocrine cells and show that Pax6b controls a large set of genes identical in both EECs and PECs further supporting their close relatedness. Finally, we discuss our findings in light of the evolution of EECs and pancreatic cells, supporting the model of a common phylogenetic origin and bringing some implications for deciphering the defects involved in type 2 diabetes.

## Results

### Characterization of the enteroendocrine cells in zebrafish

In mice, at least 15 different hormones have been described to be expressed in the gut [1, 8]. Out of these, we identified in the zebrafish genome at least one orthologue for 11 of them, 9 showing syntenic conservation at their genomic loci with the murine/human genes, thereby validating orthology relationship (Table 1). We did not find any orthologous genes coding for gastrin (gast), secretin (sct), the pancreatic polypeptide (pp) nor motilin (mln); however, a *motilin-lik*e (*mlnl*) gene, proposed to be the functional equivalent of motilin, is present in the zebrafish genome [31]. In order to identify all peptide hormones expressed in the gut of zebrafish larva, we performed RNA-seq on isolated EECs. This was achieved by microdissection of the intestines from 4-dpf zebrafish transgenic *Tg(pax6b:GFP)*^*ulg515tg*^ larvae, which express GFP in the EECs [32], followed by cell dissociation and selection of GFP+ EECs by FACS. 

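The GFP+ cells of each preparation came from the intestines of about 200 larvae, and about 3000 cells were collected after 2 rounds of FACS. Their RNA was copied into cDNA by the Smart-seq2 protocol with 13 cycles of PCR, and Nextera-XT libraries of this cDNA were sequenced as paired-end reads of 100 bases. The authors removed adaptors and low-quality bases, mapped the reads to the GRCz11 genome with STAR and counted them on the genes of Ensembl release 92. They deposited these whole-number counts for each sample without normalization, and every sample lists the same gene IDs. A symbol was taken from the paper's own tables for 5831 of these IDs and from a list pairing Ensembl IDs with symbols for 23437, and 2633 IDs had no symbol. The expression level of a gene is given below in CPM, its counts scaled to the counts on all genes of the same sample, as a mean ± SD over the preparations. The libraries carried no molecular identifiers, so reads copied by PCR are not independent molecules, and confidence intervals and detection floors cover counting error only.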

The restricted expression of Pax6b:GFP in the EEC and not in the enteric neurons (EN) was confirmed by immunohistochemistry showing a total absence of colocalisation between the Hu enteric marker and pax6b:GFP (Additional file 1: Fig. S1). 

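Between 25827909 and 61512908 reads were counted on genes in the 4 wild-type EEC preparations, with a median of 32270614. Between 24212 and 28521 genes had at least 1 count. The smallest level taken as detected was 3 counts, which is 0.0488 CPM in the largest library and 0.116 CPM in the smallest. A pair of genes without a symbol, ENSDARG00000080337 and ENSDARG00000082753, together took 1.57% to 10.5% of the counts of a preparation.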

RNA-seq was performed on four independent EEC preparations, and about 40 million paired-end reads were obtained from each Illumina library, 70–80% of which mapped to the zebrafish genome. We provide the expression level of all genes in counts per million (CPM) and in fragments per kilobase of exon model per million reads mapped (FPKM) in additional file 2: Table S1. This expression profiling allowed us to determine that, amongst the 12 zebrafish genes corresponding to EEC hormones, 11 are expressed in the zebrafish EECs at significant levels (above 100 CPM or 100 FPKM), *neurotensin* (*nts*) being the only hormone not expressed in EECs (Table 1). 

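Over the genes compared in each sample, the paper's CPM was a constant multiple of the CPM computed from the counts. This multiple was 1.11 in wild-type EEC replicate 1, 1.14 in replicate 2 and 1.08 in replicate 3 for the normalized CPM of Table S4. For replicate 4, which Table S4 does not list, it was 1.07 for the CPM of Table S1.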

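Of the 24 zebrafish hormone genes of Table 1, 15 had a mean above 100 CPM over the 4 wild-type EEC preparations. The highest was pyyb (ENSDARG00000035832), at 28945 ± 4001 CPM (SD, n = 4), the gene with the rank 2 among all genes of these cells. Lower levels above 100 CPM were measured for pyya at 400.0 ± 328 CPM, vipb at 851 ± 612 CPM, mlnl at 642 ± 163.8 CPM, galn at 754 ± 399.7 CPM, insl5b at 163 ± 76.8 CPM and gcgb at 159 ± 87.0 CPM, while nmbb was at 1959 ± 1098 CPM (SD, n = 4 each). Below 100 CPM were sst2 at 93.9 ± 51.7 CPM, sst1.2 at 80.0 ± 44.6 CPM, nmba at 40.0 ± 31.9 CPM and sst1.1 at 18.4 ± 31.7 CPM, the last with 65.8 CPM in replicate 3 and none in replicate 4. The 4 preparations ranged from 148 to 883 CPM for pyya and from 176 to 1397 CPM for vipb. For nts (ENSDARG00000057887), the highest of the 4 samples had 3 counts, which is at the detection floor. The level of vip was 0.206 ± 0.278 CPM, with 16 counts in the highest sample. Reads of paralogs such as gcga and gcgb, pyya and pyyb, or sst1.1 and sst1.2 can be hard to tell apart, and how the counting divided them cannot be seen from the counts. With each preparation left out in turn, between 15 and 17 genes were above 100 CPM, the largest change among the alternatives set before the data were examined.

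**Figure D1:**
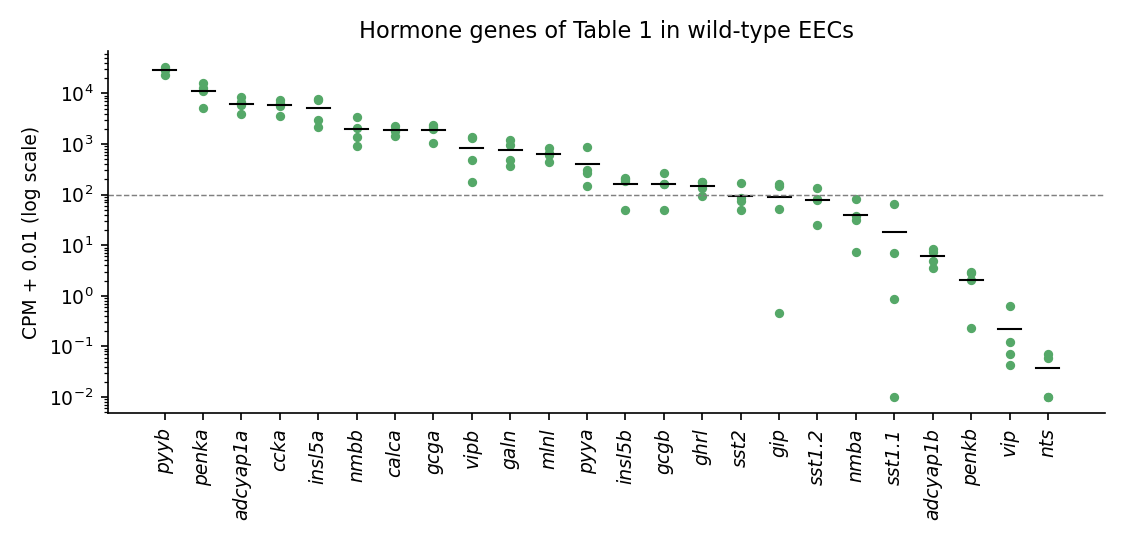
CPM plus 0.01 on a log axis for the 24 hormone genes of Table 1. Each point is one of the 4 wild-type EEC preparations, each black line is their mean, and the dashed line marks 100 CPM; pyyb is highest at 28945 ± 4001 CPM.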

The expression of many of these hormones was further validated by whole-mount in situ hybridization (WISH) thereby locating the region of the gut displaying the strongest expression and defining the onset of their expression (Fig. 1 and Table 1). The number of EECs detected in the gut of 4-dpf zebrafish larvae by WISH varies for each hormone; for example, more than 20 cells expressing *peptide YY-b* (*pyyb*), *cholecystokinin-a* (*ccka*), *preproglucagon-a* (*gcga*), *galanin* (*galn*) or *insulin-like 5a* (*insl5a*) transcripts were detected (Fig. 1a, b, g–i; Table 1 and Additional file 3: Fig. S2) while only few cells express *ghrelin* (*ghrl*), *glucose-dependent insulinotropic polypeptide* (*gip*) and peptide YY-a (pyya) (Fig. 1d–f and Table 1). These differences of expression are also reflected in the RNA-seq data: *gcga*, *ppyb*, *ccka*, and *insl5a* reaching more than 2000 CPM while *ghrl* and *gip* range around 100 CPM (Table 1).

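The mean over the 4 wild-type EEC preparations was 5772 ± 1639 CPM for ccka (ENSDARG00000070810), 5132 ± 2959 CPM for insl5a (ENSDARG00000070966) and 1871 ± 568 CPM for gcga (ENSDARG00000079296) (SD, n = 4). It was 148 ± 41.0 CPM for ghrl (ENSDARG00000054239) and 91.0 ± 77.9 CPM for gip (ENSDARG00000071306). The lowest preparation for gcga, at 1052 CPM, was above the highest preparation for ghrl, at 181 CPM. The 4 values of gip were 162, 51.9, 0.452 and 149 CPM, a spread nearly as large as their mean.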

**Table 1:** Identification and expression level of zebrafish enteroendocrine hormones

	Mammalian hormones		Zebrafish hormones	Synteny	Onset time	Expression (WISH)			Cell number, mean ± SE	EEC RNA-seq (CPM)	EN RNA-seq (CPM)
						Bulb	Mid-gut	Posterior gut			
**A**	*1*	*Gcg*	*gcga*	Yes	3.5 dpf	**–**	✔	✔	33 ± 1.4	2058	57
			*gcgb*	Yes	N.T*					177	14
	*2*	*Sst*	*sst1.1*	Yes	**–**	**–**	**–**	**–**		20	13
			*sst1.2*	Yes	N.T*					88	1519
			*sst2*	Yes	3 dpf	✔	✔	**–**	2.8 ± 0.4	103	933
	*3*	*Ghrl*	*ghrl*	No	3 dpf	✔	**–**	**–**	2.1 ± 0.4	163	40
	*4*	*Pyy*	*pyya*	Yes	4 dpf	✔	**–**	**–**		437	1
			*pyyb*	Yes	3 dpf	✔	✔	**–**	41 ± 2.6	32,011	4
	*5*	*Cck*	*ccka*	Yes	3 dpf	✔	–	**–**	23 ± 3.0	6390	1
	*6*	*Gip*	*gip*	Yes	4 dpf	✔	**–**	**–**	2.4 ± 0.4	100	4
	*7*	*Vip*	*vip*	Yes	N.T*					0	511
			*vipb*	No	4 dpf	**–**	**–**	✔	N.T*	927	868
	*8*	*Nts*	*nts*	Yes	**–**	**–**	**–**	**–**		0	3
	*9*	*Insl5*	*insl5a*	No	4 dpf	**–**	✔	✔	39 ± 2.2	5602	14
			*insl5b*	No	N.T*					178	1
	*10*	*Nmb*	*nmba*	Yes	N.T*					45	116
			*nmbb*	No	3 dpf	✔	**–**	**–**	14 ± 2.0	2150	0
	*11*	*Galn*	*galn*	Yes	3.5 dpf	**–**	✔	✔	26 ± 1.8	824	157
	*12*	*Mln*	*/*	/	/	/	/	/		/	
			*mlnl*	No	3 dpf	✔	/	/	5.9 ± 0.7	708	18
	*13*	*Gast*	*/*	/	/	/	/	/		/	
	*14*	*Sct*	*/*	/	/	/	/	/		/	
	*15*	*Pp*	*/*	/	/	/	/	/		/	
**B**	*16*	*Adcyap1*	*adcyap1a*	No	3 dpf	✔	✔	✔	84 ± 6.9	6927	2
			*adcyap1b*	No	N.T*					6	251
	*17*	*Calca*	*calca*	Yes	4 dpf	✔	✔	**–**	12 ± 0.7	2161	1
	*18*	*Penk*	*penka*	Yes	3 dpf	✔	✔	**–**	68 ± 3.6	12,544	2
			*penkb*	Yes	N.T*					2	

(Upper A panel, lanes 1–15) Identification of the zebrafish orthologues for the 15 mammalian genes coding for enteroendocrine hormones by “in silico” search of the zebrafish genome. (Lower B panel, lanes 16–18) Identification of the 3 novel hormones expressed in zebrafish EECs by screening the RNA-seq data with the Gene Ontology term “hormone activity” (GO: 0005179) and selecting hormones expressed at high levels (> 2.000 CPM). Column 3 indicates the Ensembl ID of the zebrafish genes. Column 4 displays whether a synteny conservation is observed between mouse and zebrafish loci. Column 5 indicates the expression onset time determined by WISH for each hormone transcripts and their localization in the zebrafish gastrointestinal tract (column 6). Bulb corresponds to the enlarged rostral part of the intestine; the mid-gut is located posterior to the bulb and contains the majority of goblet cells at 5 dpf; the posterior gut corresponds the most caudal part of intestine containing few goblet cells [29]. Column 7 indicates the mean (± standard errors (SE)) of the EEC numbers detected by WISH at 4 dpf. The number of EEC counted for each individual larvae is provided in Fig. S2. N.T*: not tested; the number of *vipb*+ EEC cells could not be quantified as most of the *vipb*+ cells detected in the gut are *vipb*+ enteric neurons. Column 8 indicates the expression levels determined by RNA-seq of EEC in CPM (counts per million). Column 9 indicates the expression levels determined by RNA-seq of enteric neurons in CPM [30]. –: not detected by WISH; ✔: detected by WISH

*Gcg* glucagon, *Sst* somatostatin, *Ghrl* ghrelin, *Pyy* peptide YY, *Gast* gastrin, *Ckk* cholecystokinin, *Gip* glucose-dependent insulinotropic polypeptide, *Vip* vasoactive intestinal peptide, *Mln* motilin, *mlnl* motilin-like, *Pp* pancreatic polypeptide, *Nts* neurotensin, *Sct* secretin, *Insl5* insulin-like peptide 5, *Nmb* neuromedin B, *Adcyap1* adenylate cyclase-activating polypeptide 1, *Galn* galanin, *Calca* calcitonin

**Fig. 1.**
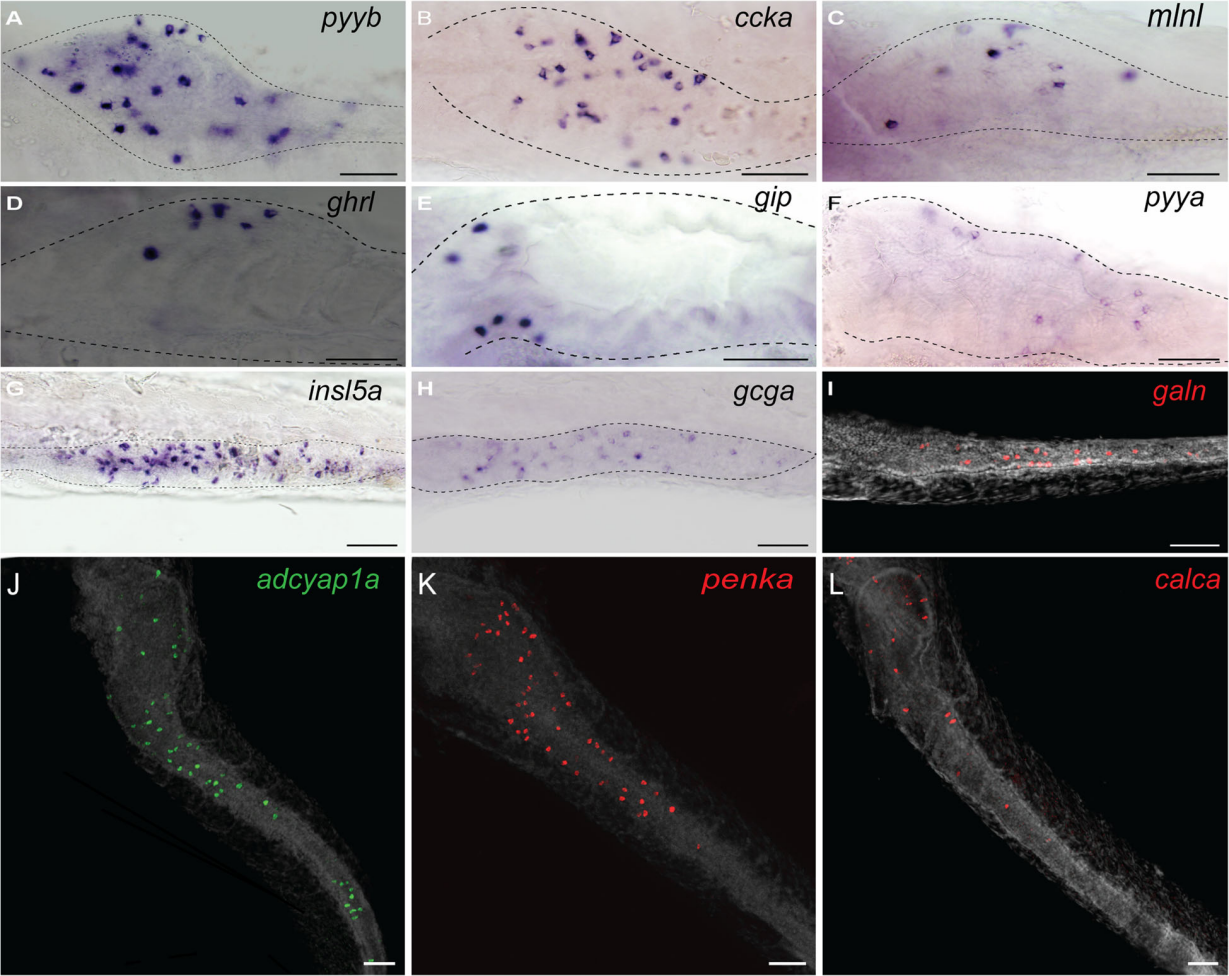
Expression of different enteroendocrine hormones in the zebrafish gut. Whole-mount in situ hybridization (WISH) obtained with different hormonal probes at 3 dpf (**a**–**h**, **k**) or 4 dpf (**i**, **k**). Ventral views of embryos with anterior on the left. The dotted lines represent the location of the gut. The probes used are as follows: *adcyap1a*, *adenylate cyclase-activating polypeptide 1a*; *ccka*, *cholecystokinin a*; *gcga*, *Glucagon a*; *pyya/b*, *Peptide YYa/b*; *ghrl*, *Ghrelin*; *gip*, *glucose-dependent insulinotropic polypeptide*; *insl5a*, *insulin-like peptide 5a*; *calca*, *calcitonin*. Scale bars, 50 μm. **i**–**l** Fluorescent in situ hybridization (FISH) (DAPI staining shown in grey)

Data mining of the zebrafish EEC RNA-seq with the GO term “hormone” also revealed a strong expression of three neuropeptide transcripts not described so far as expressed in mammalian EECs: *adenylate cyclase-activating polypeptide 1a* (*adcyap1a*) (previously named *PACAP*), *proenkephalin-a* (*penka*) and *calcitonin* (*calca*) (Table 1). 

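In the 4 wild-type EEC preparations, penka (ENSDARG00000004869) had 11404 ± 4652 CPM, adcyap1a (ENSDARG00000004015) had 6294 ± 1885 CPM and calca (ENSDARG00000056590) had 1873 ± 339.7 CPM (SD, n = 4). Among all genes of these cells, their mean levels ranked 4 for penka, 12 for adcyap1a and 39 for calca. The lowest preparation had 5158 CPM of penka, 3949.8 CPM of adcyap1a and 1450.1 CPM of calca. The paralog penkb was at 2.01 ± 1.26 CPM.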

Fluorescent in situ hybridization experiments (FISH) confirmed the expression of these transcripts in the zebrafish EECs (Fig. 1j–l). An average of 68 *penka+* and 12 *calcitonin+* EECs were detected in the bulb and the mid-gut and more than 80 cells expressing *adcyap1a* were found all over the gut (Table 1 and Additional file 3: Fig. S2). As enteric neurons (ENs) surround the gut at that stage and express a variety of neuropeptides, some being expressed also by EEC, we next determined whether some of the hormone expressed by EEC would be also detected in ENs. For that purpose, we retrieve the transcriptomic data of zebrafish ENs, recently determined by RNA-seq after sorting the ENs by FACS from *Tg(phox2b::GFP)* larvae at 7 dpf [30]. Comparison of the EN and EEC RNA-seq data indicates that most EEC hormones display a much higher expression in EECs compared to ENs, except for *sst1.2*, *sst2* and *vipb* (see Table 1). FISH using the EN-specific marker *Phox2b* confirms the strong expression all over the gut of *vipb* in ENs while the *vipb*+ EECs are mostly located in the posterior gut (Additional file 4: Fig. S3A and B). 

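In wild-type EECs, adcyap1b (ENSDARG00000027740) was at 6.09 ± 2.35 CPM (SD, n = 4), and its 4 preparations ranged from 3.48 to 8.60 CPM. Its mean of 226 counts per preparation was above the detection floor. The enteric neuron data were not analysed here.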

Interestingly, RNA-seq data indicate that adcyap1a is exclusively expressed by EECs while adcyap1b is restricted to ENs. FISH confirms the strong expression of adcyap1a in EECs and not in *phox2b*+ ENs (Additional file 4: Fig. S3 C). However, IHC using an anti-ADCYAP1 antibody reveals staining in pax6b:GFP+ EECs as well as at the level of EN axon fibres in larvae, as previously shown [33] (Fig. 2b). Similar results were observed in the adult intestine (Fig. 2d). Taken together, all these data confirm the expression of the Adcyap1a in EECs and of Adcyap1b in ENs. As for the two other new hormones Calca and Penka, RNA-seq comparison indicates that they are exclusively expressed by EECs, and this was confirmed for Penka for which we observe strong enkephalin immunostainings in EECs but not in ENs at the larva stage as well as in adults (Fig. 2a, c).

**Fig. 2.**
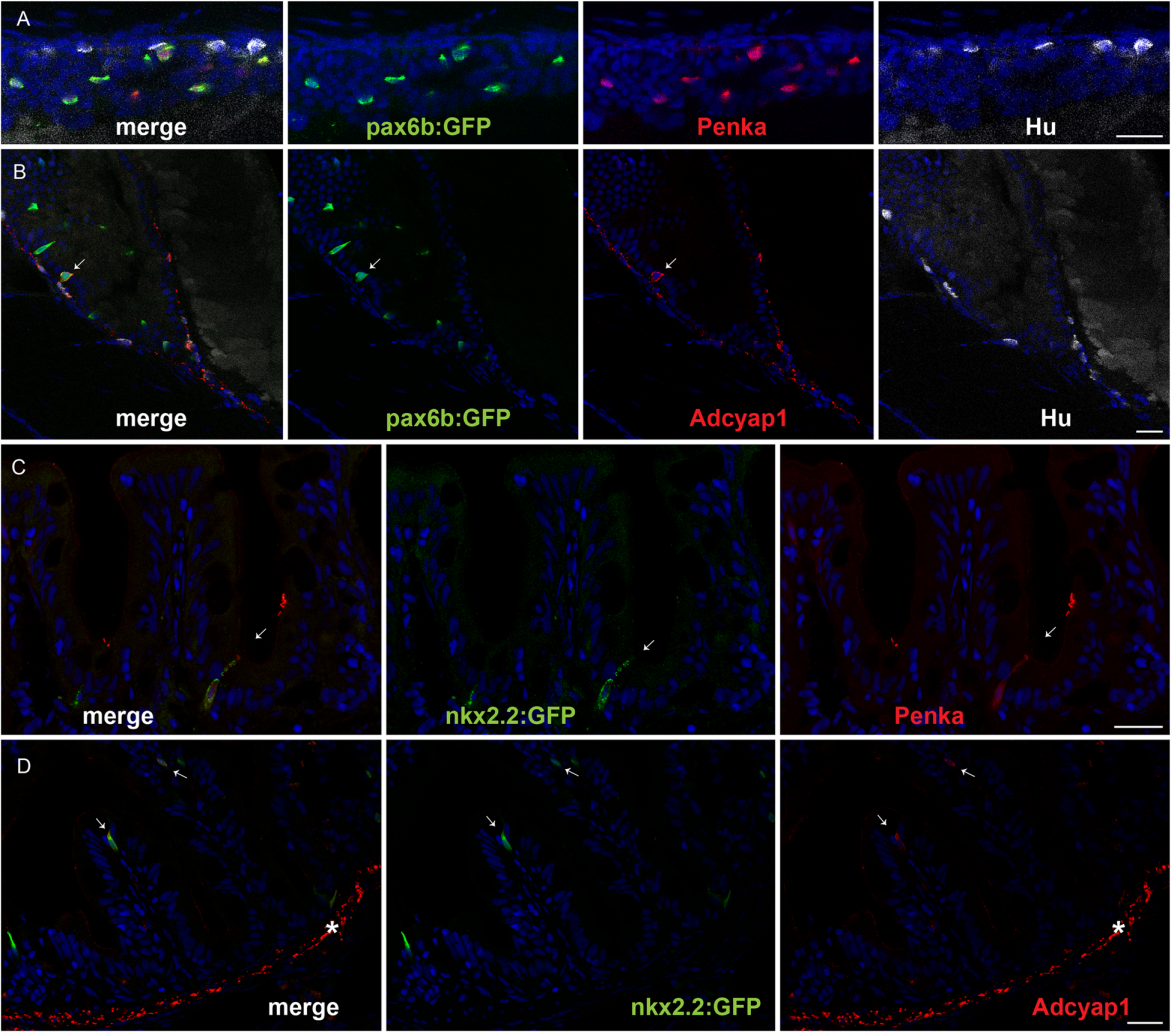
Immunostaining of enkephalin and Adcyap1 in the zebrafish intestine. **a**, **b** Confocal images of the intestines from 5-dpf *Tg(pax6b:GFP)* zebrafish larva stained with antibodies directed against GFP (green), Hu (white), ENKEPHALIN (**a**; red) or ADCYAP1 (**b**; red). **c**, **d** Confocal images of the intestine of adult *Tg(8.5nkx2.2:GFP)* stained with antibodies directed against GFP (green), ENKEPHALIN (**c**; red) or ADCYAP1 (**d**; red). Arrows show the location of some EECs expressing Adcyap1 (**b**, **d**) or enkephalin (**c**). Adcyap1 immunostaining is also observed at the level of EN axon fibres in gut larva (**b**) and in the muscularis layer of the adult intestine (shown by an asterisk in **d**). The zebrafish Adcyap1a and Adcyap1b display respectively 6 and 3 mismatches with human ADCYAP1 at the level of the epitope reacting with the Adcyap1 antibody, explaining the stronger signal of Adcyap1b in EN fibres. (The nkx2.2:GFP transgene is expressed specifically in EECs like Pax6b). Scale bar, 20 μm

### Close relatedness between the enteroendocrine and pancreatic endocrine cells

Although EECs and PECs are known to share common features, we wanted to evaluate the degree of similarity at a more global level. Thus, we compared the RNA-seq data of the zebrafish PECs and EECs as well as of other zebrafish cell types and organs used as control (Fig. 3a). 

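The wild-type PECs were compared with the wild-type EECs at the level of single genes. The PECs were GFP+ cells sorted from the dorsal pancreatic bud of about 200 embryos at 27 hpf per preparation, with 3 preparations, and were dissociated with TrypLE Select and collagenase IV in place of collagenase IV and Dispase but sorted, sequenced and counted like the EECs. Tissue, age and dissociation go together in this design, and their effects cannot be told apart. The 3 PEC samples had between 29237026 and 61895597 counts on genes, with a median of 38389712, and the EEC samples were the 3 wild-type replicates that Table S4 lists. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6602 of 19302 tested genes had an adjusted p under 0.1, 3551 of them higher in EECs and 3051 higher in PECs. Leaving out wild-type PEC replicate 2 moved this count most, to 4861 genes. The other cell types and organs of the comparison, and the distances between all of them, were not analysed here.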

The heatmap shows that all endocrine cells cluster together apart from other pancreatic or intestinal cells and other tissues. Indeed, the EEC cluster is much closer to the PEC cluster than to the ductal or the acinar pancreatic cells or even to the whole intestine tissue which is mainly composed of enterocytes and of only 1–2% of EECs. In agreement with previous reports showing shared features between pancreatic cells and neurons [23, 34], this clustering analysis reveals also transcriptomic similarities of brain tissue not only with pancreatic but also with intestinal endocrine cells.

**Fig. 3.**
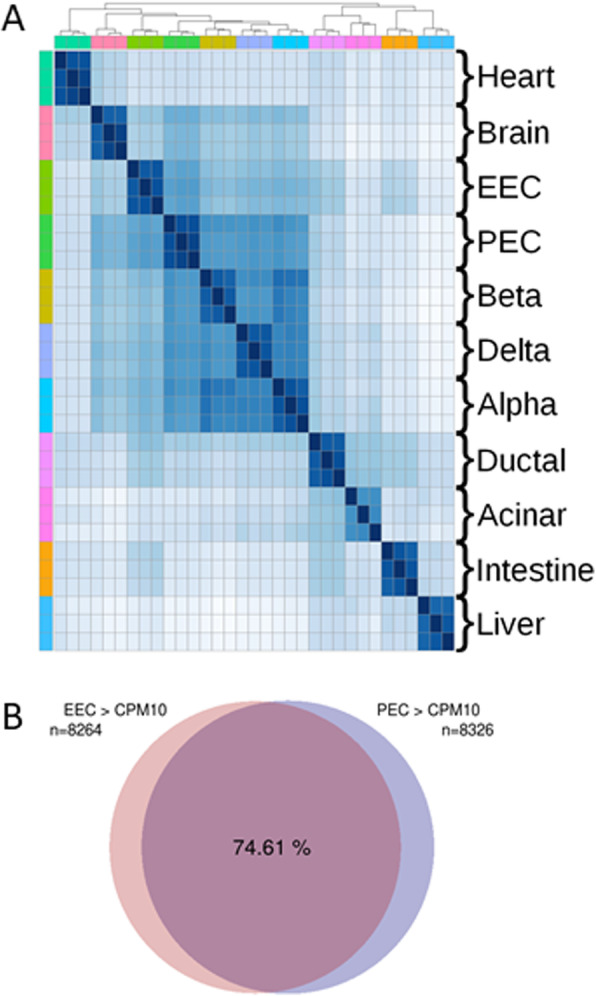
Similar gene expression profiles between zebrafish EECs and PECs. Global comparison of transcriptomic profiles (RNA-seq) from distinct zebrafish tissues/organs. **a** Clustered heatmap displaying the Euclidean distance matrix between every pair of zebrafish RNA-seq datasets. The order of the different tissues is identical for the two axes (rows and columns) as shown by the different colours on the upper part and left part of the matrix. Each zebrafish tissue (analysed in triplicate) was compared with the other samples as presented in the matrix. Darker colour indicates closer distance (i.e. more similar transcriptomes). EEC transcriptome is mostly similar to the transcriptome of embryonic pancreatic endocrine cells (PECs) or to the adult alpha, beta or delta pancreatic cells. The accession number of all used RNA-seq datasets is given in the “Methods” section. **b** Venn diagram showing the overlap (74%) of genes expressed in both EECs and PECs above the threshold of 10 CPM. A total of 8264 genes and 8326 genes were expressed above 10 CPM (counts per million) respectively in EECs and in PECs

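With CPM taken over all counts on genes, 8084 genes had a mean above 10 CPM in the 3 wild-type EEC samples and 7859 in the 3 wild-type PEC samples. Both means were above 10 CPM for 6758 genes, which is 73.6% of the 9185 genes above it in at least 1 of the tissues. Over the 9 pairs of a single EEC and a single PEC sample, this percentage had an SD of 1.65. The threshold moved the percentage most, to 57.3% at 50 CPM and 79.7% at 1 CPM. When each of the 3 replicates had to be above 10 CPM, it was 69.8%. With the CPM scaling of Table S4, 8408 genes were above 10 CPM in EECs and 8483 in PECs, and the percentage was 74.3%. Which tissue has more genes above the threshold thus depends on the scaling.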

The close relatedness of EECs and PECs is also illustrated by the high percentage of genes expressed in both tissues: amongst all genes expressed in pancreatic or intestinal endocrine cells above the threshold of 10 normalized CPM (8326 and 8264 genes, respectively), 74% of them are expressed in both tissues (Fig. 3b), while if the same analysis is done for genes expressed in EECs and liver, only 45% of them are expressed in both tissues (data not shown). Similar percentages are obtained when considering genes coding for transcription factors (TF): 72% of all expressed TF-coding genes are detected in both PECs and EECs, while only 45% are expressed in both pancreatic endocrine cells and liver. 

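Of the transcription factor genes that Table S2 lists for both tissues, which the paper selected for being above 1 FPKM in both, 364 could be read and each was matched to a gene ID. Of these, 288 had a mean above 10 CPM in both the wild-type EECs and the wild-type PECs, a number that this selection favours. Comparing the tissues by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 79 were higher in EECs, 67 were higher in PECs and 218 did not pass an adjusted p of 0.1. Among them, isl1 had 1479.8 ± 491 CPM in PECs and 117 ± 25.2 CPM in EECs (SD, n = 3), with a log2 fold change of -3.60 from PECs to EECs (standard error 0.29, adjusted p = 2.64e-06). The same comparison gave -2.13 for neurod1 (standard error 0.25, adjusted p = 6.21e-05) and -2.98 for insm1a (standard error 0.31, adjusted p = 2.06e-05).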

The list of 481 TF expressed in both PECs and EECs (given in Additional file 5: Table S2) includes notably most of the transcription factors reported to be important for zebrafish PEC differentiation (Table 2). 

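The level of arxa (ENSDARG00000058011) was 41.7 ± 12.1 CPM in the 4 wild-type EEC preparations, and that of pax4 (ENSDARG00000021336) was 177 ± 36.5 CPM (SD, n = 4). In the 3 wild-type PEC preparations, arxa was at 57.1 ± 38.6 CPM and pax4 at 163 ± 77.1 CPM (SD, n = 3). Neither gene differed detectably between the tissues: the log2 fold change from PECs to EECs was -0.48 for arxa (standard error 0.36, adjusted p = 0.362) and 0.09 for pax4 (standard error 0.38, adjusted p = 0.887) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each replicate left out in turn, both crossed 0, with values between -0.68 and 0.01 for arxa and between -0.28 and 0.54 for pax4. Bulk counts do not show whether the same cells express both genes.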

For example, *arxa* and *pax4*, known to be an important determinant of cell fate of pancreatic endocrine cells [35, 36], are also expressed in the zebrafish gut, and like in pancreas, their expression is mainly non-overlapping (Fig. 4a). 

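The transcription factor gene fev (ENSDARG00000009242) was at 744 ± 133 CPM in wild-type EECs (SD, n = 4), with a range from 600.3 to 915 CPM. It had the highest mean of the 18 transcription factor genes of Table 2 and ranked 161 among all genes. In wild-type PECs it was at 510.4 ± 60.0 CPM (SD, n = 3), a log2 fold change of 0.59 from PECs to EECs (standard error 0.26, adjusted p = 0.116 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).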

*Fev*, known to be highly expressed in pancreatic endocrine cells [37], is also amongst of the most highly expressed transcription factors in the zebrafish EECs (Table 2) and is detected by FISH in many cells all over the gut (Fig. 4b). Similarly, *insm1b* [9] is also highly expressed in zebrafish EECs (Fig. 4c, d and Table 2) in addition to its expression in enteric neurons (labelled with asterisk in Fig. 4d) as described in mice. 

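In the 4 wild-type EEC preparations, insm1b (ENSDARG00000053301) had 507 ± 181 CPM, with 244 CPM in replicate 4 and between 556 and 658 CPM in the other 3. Its paralog insm1a had 96.8 ± 28.1 CPM (SD, n = 4), and reads shared by the paralogs would blur both values. In wild-type PECs insm1b was at 83.4 ± 16.4 CPM (SD, n = 3), a log2 fold change of 2.88 from PECs to EECs (standard error 0.25, adjusted p = 4.73e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).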

Expression of *pdx1*, visualized using the *tg(BAC pdx1:GFP)* [38], is also detected in scattered EECs of the mid- and posterior gut (Fig. 4e, g), in addition to a widespread expression in cells of the rostral part of the intestine as previously described [39] (Fig. 4e, f). The expression of *pdx1* in EECs of the mid- and posterior gut was confirmed by WISH (Fig. 4h) and by immunohistochemistry (Fig. 4i). As expected, *ascl1a* was barely detected in the transcriptome of 4-dpf EECs (Table 2) as we have previously shown that its expression in the secretory precursor cells turns off as soon as the cells pursue their differentiation process [27]. 

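The level of ascl1a (ENSDARG00000038386) in wild-type EECs was 19.9 ± 9.85 CPM (SD, n = 4), from 10.2 to 33.6 CPM. These values rest on a mean of 861 counts per preparation and are above the detection floor. From PECs, where it was at 3.85 ± 2.40 CPM (SD, n = 3), to EECs its log2 fold change was 2.50 (standard error 0.50, adjusted p = 0.00258 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).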

In the same way, *sox4b*, coexpressed with *ascl1a* in the secretory precursor cells, is hardly detected in the transcriptome of the EECs at 4 dpf (Table 2), indicating that *sox4b* is also switched off with the maturation of the EECs. In contrast, Nkx6.1, Nkx6.2 and Mnx1 are the only 3 transcription factors involved in zebrafish PEC differentiation that are not expressed in EECs. 

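For sox4b (ENSDARG00000098834), the level in wild-type EECs was 28.1 ± 15.1 CPM (SD, n = 4). Replicate 1 had 50.6 CPM, while replicates 2, 3 and 4 had 21.8, 19.1 and 20.8 CPM, so the mean and the SD both depend on 1 sample.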

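In the 4 wild-type EEC preparations, nkx6.1 was at 0.774 ± 0.643 CPM, nkx6.2 at 4.00 ± 2.75 CPM and mnx1 at 0.897 ± 0.424 CPM (SD, n = 4). The most counts in any of these samples were 49 for nkx6.1, 473 for nkx6.2 and 93 for mnx1, above the detection floor of 3. In wild-type PECs, nkx6.2 had 271 ± 32.8 CPM and mnx1 had 115 ± 16.0 CPM (SD, n = 3), and the log2 fold changes from PECs to EECs were -5.73 (standard error 0.38, adjusted p = 6.91e-07) and -6.81 (standard error 0.43, adjusted p = 4.75e-07) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For nkx6.1, which was at 2.98 ± 0.247 CPM in PECs, the change of -1.58 had an adjusted p of 0.109.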

Many of these EEC/PEC transcription factors are expressed at lower levels in enteric neurons as revealed by the EN RNA-seq data (Table 2) with the exception of insm1b, neurod1 and ascl1a which are expressed above 50 CPM.

**Table 2:** Expression level in EECs of transcription factors involved in zebrafish PEC differentiation

Pancreatic endocrine TF	Onset time in the gut	Expression in the gut			EEC RNA-seq (CPM)	EN RNA-seq (CPM)
		Bulb	Mid-gut	Posterior gut		
*ascl1b*	**–**	**–**	**–**	**–**	2	3
ascl1a*	36 hpf	✔	✔	✔	25	55
sox4b*	38 hpf	✔	✔	✔	36	22
*insm1b*	≤ 52 hpf**	✔	✔	✔	638	189
*insm1a*	≤ 52 hpf**	N.D	N.D	N.D	123	38
*foxo1a*	≤ 52 hpf**	✔	✔	✔	504	33
neurod1*	52 hpf	✔	✔	✔	474	67
nkx2.2a*	52 hpf	✔	✔	✔	195	2
*pax4*	58 hpf	✔	✔	✔	225	0
pax6b*	60 hpf	✔	✔	✔	826	23
rfx6*	62 hpf	✔	**–**	**–**	13	8
*fev*	62 hpf	✔	✔	✔	951	3
isl1*	65 hpf	✔	✔	✔	134	31
*arxa*	66 hpf	✔	✔	✔	54	1
*pdx1*	72 hpf in EEC	**–**	✔	✔	614	4
*nkx6.1*	**–**	**–**	**–**	**–**	1	2
*nkx6.2*	**–**	**–**	**–**	**–**	5	1
*mnx1*	**–**	**–**	**–**	**–**	1	0

Recapitulation of the WISH data performed on zebrafish embryos from 36 to 72 hpf showing the expression onset time and the distribution profile in the gut determined by WISH for 17 transcription factors known to be involved in pancreatic endocrine cell (PEC) differentiation. **Based on RNA-seq data from FACS-sorted sox17:dsRED cells of the microdissected intestine at 52 hpf, *insm1a*, *insm1b* and *foxo1a* are already expressed in the gut at 52 hpf (Reuter et al., article in preparation). The two last columns indicate the expression level in EECs and in enteric neurons (ENs) as determined by RNA-seq in normalized CPM. (N.D.: not determined; −: not detected by WISH; ✔: detected by WISH). All these TF are expressed at significant levels in EEC, except *ascl1b*, *nkx6.1*, *nkx6.2* and *mnx1*. 

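Of the 18 genes of Table 2, 14 had a mean above 10 CPM in the 4 wild-type EEC preparations. The 4 genes below 10 CPM were nkx6.1, nkx6.2, mnx1 and ascl1b, the last with 1.81 ± 0.854 CPM (SD, n = 4). The lowest of the other 14 was rfx6, at 10.6 ± 2.66 CPM, and leaving out replicate 2 brought the count to 13. The highest after fev were pax6b at 641 ± 157 CPM, pdx1 at 468 ± 130.0 CPM, foxo1a at 394 ± 40.9 CPM and neurod1 at 373 ± 66.4 CPM, with insm1b between them.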

Expression data of genes labelled with an asterisk are from [27]

**Fig. 4.**
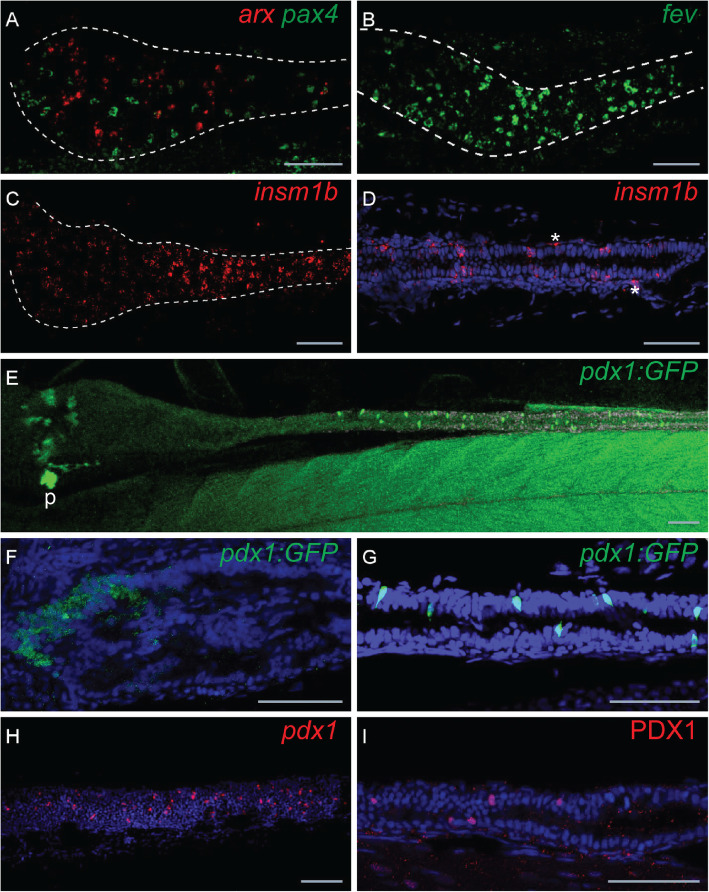
Expression profiles of *pax4*, *arx*, *pdx1* and *fev* in the zebrafish gut. Fluorescent in situ hybridization (FISH) performed on 66 hpf (**a**), 72 hpf (**b**–**d**) or 96 hpf (**e**–**i**) embryos. Views of the gut (delimited by dotted lines; anterior to the left) showing the non-overlapping expression of *pax4* (green) and *arxa* (red) (**a**), numerous EECs expressing *fev* (**b**) and *insm1b* (**d**). Higher magnification showing *insm1+* EECs located within the gut epithelium and *insm1+* enteric neurons (shown by asterisks) outside but juxtaposed to the epithelium. **e** View of the gut from the tg(BAC pdx1:GFP) larvae (GFP immunostaining) with higher magnification of the anterior (**f**) and posterior (**g**) parts. FISH using *pdx1* probe (**h**) and immunostaining using Pdx1 antibody. P, pancreas. Scale bars, 20 μM

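By the rule of Table S3, a mean above 5 CPM in 1 tissue and below 1 CPM in the other, 416 genes were selective for wild-type EECs and 254 for wild-type PECs. Requiring every replicate to meet both limits moved these counts most, to 219 and 78 genes. Of the genes that Table S3 lists, 359 of 384 for EECs and 219 of 274 for PECs met the rule with CPM taken over all counts on genes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 381 of the 381 tested EEC genes and 273 of the 274 tested PEC genes of that table differed between the tissues in the listed direction, a test made on genes chosen for this difference.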

The number of genes which are selectively expressed in PECs or in EECs is relatively low (gene lists available in Additional file 6: Table S3). Gene Ontology (GO) enrichment analyses of the PEC-specific genes highlight terms such as “cell adhesion” due to the enriched expression of many cadherins and other cell adhesion molecules. This enrichment makes senses as the PECs are clustered into islets while EECs are scattered in the gut. 

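All 12 matched genes that Table S3 lists under cell adhesion had an adjusted p under 0.1 in PECs against EECs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and were higher in PECs, as the rule that chose them requires. The cadherin gene cdh4 was at 35.1 ± 24.2 CPM in wild-type PECs and 0.834 ± 0.697 CPM in wild-type EECs (SD, n = 3), a log2 fold change from PECs to EECs of -5.29 (standard error 0.66, adjusted p = 8.88e-05). The cadherin gene cdh11 was at 3.94 ± 0.913 CPM and 0.519 ± 0.530 CPM, a change of -2.97 (standard error 0.84, adjusted p = 0.0199), and the contactin gene cntn4 at 15.1 ± 12.4 CPM and 0.674 ± 0.755 CPM, a change of -4.38 (standard error 0.85, adjusted p = 0.00210). The enrichment itself was not computed here.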

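The 6 genes that Table S3 lists under ABC transporters and the 17 matched under oxidation-reduction process were all higher in wild-type EECs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, as the rule that chose them requires. The transporter gene abcg2a was at 103 ± 46.3 CPM in EECs and 0.179 ± 0.142 CPM in PECs (SD, n = 3), a log2 fold change of 9.18 (standard error 0.62, adjusted p = 8.61e-07). The bile salt pump gene abcb11a had 30.4 ± 4.43 CPM in EECs and 0.0997 ± 0.0722 CPM in PECs, and abcg5 had 13.7 ± 3.01 CPM in EECs and at most 3 counts in any PEC sample. The multidrug carrier gene slc47a1 was at 24.0 ± 9.60 CPM in EECs and 0.270 ± 0.123 CPM in PECs. The cytochrome gene cyp1a was at 262 ± 163.6 CPM in EECs, with single samples from 121 to 441 CPM, and 0.305 ± 0.234 CPM in PECs, a log2 fold change of 9.89 (standard error 0.83, adjusted p = 9.30e-06). The enrichment of terms was not recomputed.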

The EEC-specific genes display an enrichment of GO terms including “drug transmembrane transport”, “ABC transporter” or “oxidation process” due to the enriched expression of many transmembrane transporters and cytochrome P450 type molecules (Additional file 6: Table S3).

In conclusion, all these data indicate a close relatedness between PECs and EECs at the level of their transcriptomes and of their regulatory factors, suggesting the involvement of similar regulatory programmes in these two cell types.

#### Shared Pax6-dependent regulatory programmes between pancreatic and intestinal endocrine cells

To investigate whether pancreatic and intestinal endocrine cells are controlled by similar regulatory programmes, we analysed the effect of Pax6 inactivation on the transcriptome of both cell types. Zebrafish has two *pax6* paralogs; however, only *pax6b* is expressed in PECs and EECs. 

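The gene pax6b (ENSDARG00000045936) was at 3752 ± 1291 CPM in wild-type PECs and 4830.0 ± 2355 CPM in mutant PECs (SD, n = 3). In EECs it was at 586 ± 137 CPM in the 3 wild-type samples of the mutant comparison and at 1250.0 ± 222 CPM in mutants. Its log2 fold change from wild type to mutant was 0.08 in PECs (standard error 0.39, adjusted p = 0.934) and 1.03 in EECs (standard error 0.22, adjusted p = 0.0278) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Single samples had between 2509 and 5086 CPM in wild-type PECs, 3199 and 7529.5 CPM in mutant PECs, 466 and 735 CPM in wild-type EECs and 1028 and 1473 CPM in mutant EECs, so the gene was expressed in every sample. The sign in PECs is not fixed by these samples, as it ranged between -0.38 and 0.39 with each replicate left out in turn. The rise in EECs did not pass an adjusted p of 0.1 without wild-type EEC replicate 1, with all 12 samples in one fit or with all 4 wild-type EEC samples. Since the transcript was not lowered in mutants, its counts do not serve as a check of the genotype labels, for which the paper states that all pax6b reads of the mutant samples carried the null allele. The paralog pax6a (ENSDARG00000103379) was at 2.46 ± 0.662 CPM in wild-type PECs and 0.273 ± 0.175 CPM in wild-type EECs. In mutant PECs pax6a was at 20.9 ± 4.197 CPM, with single samples from 17.2 to 25.5 CPM against 1.87 to 3.18 CPM in wild type, a log2 fold change of 2.83 (standard error 0.39, adjusted p = 6.54e-04). In mutant EECs it was at 0.381 ± 0.150 CPM, a log2 fold change of 0.41 (standard error 0.95, adjusted p = 0.898).

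**Figure D2:**
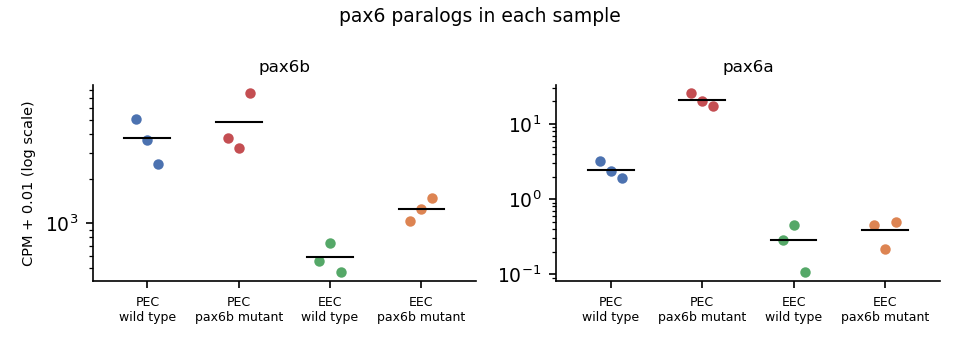
CPM plus 0.01 on a log axis for pax6b and pax6a in wild-type and mutant PECs and EECs. Each point is one preparation, with 3 per group, and each black line is the mean; the mean of pax6a is 20.9 CPM in mutant PECs and at most 2.46 CPM in the other groups.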

To isolate *pax6b* mutant EECs and PECs, *pax6b*^*sa0086*^ heterozygous fish harbouring the *Tg(pax6b:GFP)* transgene were inbred and *pax6b*^*sa0086*^ homozygous embryos were selected based on lens abnormalities [13]. The expression of the transgene *Tg(pax6b:GFP)* was not perturbed in the homozygous mutants (data not shown), allowing us to isolate by FACS the PECs or EECs from *pax6b*^*−/−*^ mutant larvae after microdissection of the dorsal pancreatic bud or intestine, respectively. 

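The mutant PECs and EECs were sorted, amplified and counted like the wild-type cells, with 3 preparations of each, and entered the comparison with 3 wild-type preparations of the same tissue. Wild-type EEC replicate 4 was left out, since Table S4 does not list it. The mutant samples had between 24326163 and 34926648 counts on genes in PECs (median 27654418) and between 22423938 and 51874978 in EECs (median 33343637). Counts were normalized by edgeR's TMM method, genes with too few counts for a test were removed by filterByExpr, and mutant and wild type were compared within each tissue by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene is called here when its adjusted p is under 0.1, the threshold the paper states. The paper names DESeq2 for this step, which was run as an alternative. Whether the effect of the mutation differs between the tissues was tested by an interaction term over all 12 samples. In each group the preparations are numbered 1 to 3, and the fit was repeated with this number as a block. Mean levels of single genes are given in CPM ± SD over 3 preparations.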

RNA-seq was performed on three independent preparations of EECs or PECs purified from *pax6b*^*sa0086*^ mutant and from wild-type zebrafish (see the “Methods” section). The principal component analysis shows a tight clustering of replicates underscoring a good reproducibility of the data and showing distinct clusters for mutant and wild-type cells for both PECs and EECs (Fig. 5a). 

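Principal components were computed on the variance-stabilized counts of the 500 genes with the largest variance over the 12 samples. The first component held 85.9% of the variance and separated the tissues, which accounted for 99.7% of its spread. The second held 6.63%, and genotype accounted for 87.7% of its spread. Together, the 4 groups accounted for 95.3% of the total variance, the tissues alone for 85.6% and the genotypes alone for 6.17%. On the second component, wild-type PECs lay between 22.6 and 22.9 and mutant PECs between -23.7 and -21.1. Wild-type EECs lay between 8.37 and 12.9 and mutant EECs between -12.8 and -8.48. Taking all 27209 genes with at least 10 counts in total changed the shares most, to 52.1% for the first component and 11.5% for the second. Within PECs alone the first component held 82.5% of the variance, and within EECs alone 65.7%.

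**Figure D3:**
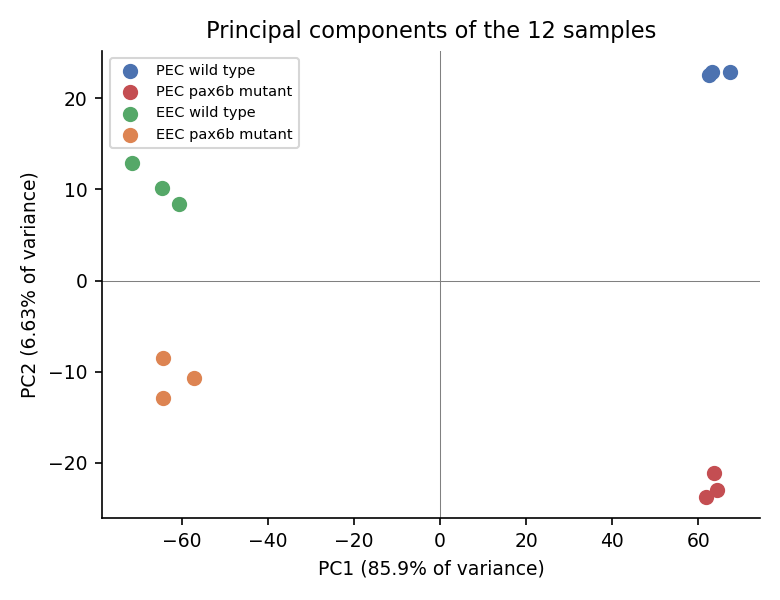
Positions of the 12 samples on the first (x axis) and second (y axis) principal component, with the percentage of variance each holds. Each point is one preparation, coloured by tissue and genotype; the tissues part along the first component, and wild type and mutant part along the second.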

Differential expression analyses identified 2824 and 1634 Pax6b-regulated genes in PECs and in EECs, respectively (FDR < 0.1) (Fig. 5b, d) (expression of all genes and of Pax6b-regulated genes are given respectively in Additional files 7 and 8: Table S4 and S5). 

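In PECs, 2089 of 18698 tested genes had an adjusted p under 0.1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1015 of them higher and 1074 lower in mutants. In EECs, 780 of 18676 tested genes passed, 339 higher and 441 lower. The CPM of the wild-type and mutant samples did not overlap for 1921 of the called genes in PECs and 771 in EECs. Among all tested genes this held for 24.6% in PECs and 20.4% in EECs, where chance gives 10% for 3 samples against 3. In each fit that left out one replicate, 898 of the genes called in PECs and 282 of those called in EECs were called again. The PEC count moved most without wild-type PEC replicate 3, to 3873 genes, and the EEC count with DESeq2, to 1705 genes. Under the replicate block, 1199 genes passed in PECs and 568 in EECs. The deviations of same-numbered wild-type and mutant samples from their group means had a mean correlation across genes of -0.224 in PECs and -0.0741 in EECs, against 0.101 and 0.0370 for samples of different number. Same-numbered samples were thus less alike than others, and these values give no sign that equal numbers mark a batch. A block also leaves less information for estimating the error, so fewer calls under it need not come from a batch.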

Comparison of these two sets of genes reveals that there is a large set of 517 genes which are altered by *pax6b* inactivation in both organs (Fig. 5c); this overlap is statistically significant according to Fisher’s exact test (*p* value < 2.2e−16). Furthermore, most of these genes (424 genes) are regulated in the same way in the pancreas and in the intestine (215 upregulated and 209 downregulated genes) (Fig. 5c), indicating that a part of the Pax6-dependent gene regulatory network is thus identical in EECs and PECs. 

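Of the 17085 genes tested in both tissues, 1869 were called in PECs and 713 in EECs, and 275 were called in both, where 78.0 would be shared by chance. The odds ratio was 5.82 (Fisher's exact test, one-sided, p = 1.96e-87). Genes are not independent of each other, so this p describes the table more than it measures an error. DESeq2 moved the overlap most, to 521 genes, with an odds ratio of 3.63. In the fit with the block, it was 154 genes, with an odds ratio of 7.26. Taking all genes of the files as the background, whether or not they could be tested, the odds ratio was 8.80. Of the 513 genes of the shared list that could be read from Table S5, 494 matched a gene ID and 253 of these were called in both tissues here.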

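Of the 275 genes called in both tissues, 233 changed in the same direction, 110 higher and 123 lower in mutants. The other 42 changed in opposite directions, 21 of them higher in mutant PECs and lower in mutant EECs, and 21 the reverse. The share in the same direction was 84.7% (exact binomial test against 50%, two-sided, p = 2.98e-33), which treats genes as independent although they are not. The alternative that moved this share most was the fit of all 12 samples together, with 79.5%, and with the replicate number as a block it was 79.9%. A gene called in 1 tissue alone is not thereby shown to differ between the tissues. The interaction term tests this, and 755 of 21067 tested genes had an effect that differed between PECs and EECs with an adjusted p under 0.1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 435 with the block. From the genes that change in the same direction, the paper concludes that part of the gene network under Pax6 is the same in EECs and PECs.

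**Figure D4:**
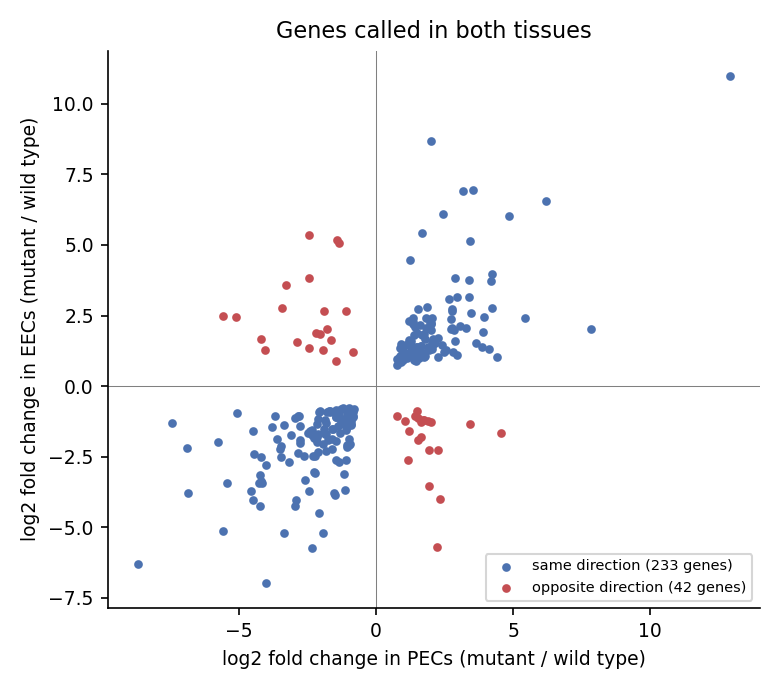
Log2 fold change from wild type to mutant in PECs (x axis) and EECs (y axis) for the 275 genes called in both tissues. Each point is one gene; 233 lie in the quadrants where both tissues change in the same direction and 42 in the others.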

To explore the pathways and biological processes regulated by Pax6b, we performed a Gene Ontology analysis on these 3 sets of Pax6b-regulated genes: the common set for PECs and EECs (517 genes) or the specific one for PEC (2307 genes) or EECs (1117 genes) (see Additional file 8: Table S5). 

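Of the 13 genes that Table S5 lists under hormone activity for the shared set, 3 were higher and 6 lower in mutant PECs, 5 were higher and 6 lower in mutant EECs, and 8 were called in both tissues by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 of them in the same direction. Under cell-cell signaling, 3 of 8 genes were called in both. The hormone gene pyya fell in mutant PECs from 90.7 ± 16.7 CPM to 3.17 ± 0.858 CPM (SD, n = 3), with a log2 fold change of -5.08 (standard error 0.34, adjusted p = 2.03e-06). In EECs its change of -0.97 (standard error 0.27, adjusted p = 0.0855) did not pass in 8 of the 16 alternative fits, the replicate block among them (adjusted p = 0.148), and the effects in the tissues differed (interaction 4.11, adjusted p = 2.98e-05). The adrenomedullin gene adm2a rose by 1.83 in EECs (standard error 0.26, adjusted p = 0.00285) and by 1.27 in PECs (standard error 0.44, adjusted p = 0.110). The gene adcyap1b rose in both tissues, by 4.22 in PECs (adjusted p = 1.14e-04) and 2.76 in EECs (adjusted p = 7.39e-04), and insl5b fell in both, with -2.33 (adjusted p = 0.0231) and -5.75 (adjusted p = 0.0148). The paper describes adcyap1b as restricted to enteric neurons. Markers of these neurons summed to 313 to 491 CPM in wild-type EECs and 554 to 631 CPM in mutant EECs. Of 4 tested markers, 0 were called higher in mutant EECs. Such a test may miss a small number of neuronal cells, so whether they add to the rise of adcyap1b in EECs stays open. For npy, listed under regulation of appetite, the change was -2.87 in EECs (adjusted p = 0.0283) and 2.60 in PECs (adjusted p = 0.130), from means of 4.12 and 0.177 CPM in wild type. The fall of npy in EECs did not pass without wild-type replicate 2, without mutant replicate 2 or with all 4 wild-type EEC samples. Wild-type replicate 4 had 0.232 CPM of npy, below the mutant EEC samples at 0.390 to 0.758 CPM. The enrichment of these terms was not recomputed.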

GO terms associated to “cell-cell signalling”, “regulation of appetite” or “hormone activity” were enriched significantly in the common set as several hormones expressed in PECs and EECs are affected in the pax6 mutant (e.g. *pyya*, *sst2*, *pyyb*, see below). Such an effect results probably from a change in the expression of several transcription factors (e.g. *pdx1*, *neurod1*, *rfx6*, *nkx2.2*, see below) as revealed in the GO lists “endocrine pancreas development” and “sequence-specific DNA binding”. 

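All 5 genes that Table S5 lists under endocrine pancreas development were called in both tissues by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4 higher and 1 lower in mutants in each. Under sequence-specific DNA binding, 10 of 22 matched genes were called in both tissues, 8 in the same direction. The log2 fold change of rfx6 was 1.28 in PECs (standard error 0.28, adjusted p = 0.0116) and 1.59 in EECs (standard error 0.37, adjusted p = 0.0399). For nkx2.2a it was 0.97 in PECs (standard error 0.29, adjusted p = 0.0610) and 1.11 in EECs (standard error 0.24, adjusted p = 0.0313). For neurod1 it was 0.77 in PECs (standard error 0.26, adjusted p = 0.0949) and 0.76 in EECs (standard error 0.19, adjusted p = 0.0644), and it was called again in 1 of the 6 PEC fits and 1 of the 6 EEC fits that left out one replicate. In such fits, nkx2.2a was called in 2 of 6 in PECs and 4 of 6 in EECs, and rfx6 in 6 of 6 and 2 of 6. With the replicate number as a block, nkx2.2a in PECs (adjusted p = 0.194) and neurod1 in PECs (adjusted p = 0.198) and EECs (adjusted p = 0.143) did not pass. Among the other regulators, pax4 rose in EECs by 1.70 (adjusted p = 0.00431) and by 0.73 in PECs (adjusted p = 0.358), and insm1b rose in PECs by 1.89 (adjusted p = 0.00353) with a change of -0.10 in EECs (adjusted p = 0.890).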

Also, the GO analysis highlights the role of Pax6b in the control of ion transport (K+, Ca++ and Cl−) as well as calcium signalling. 

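Of the genes that Table S5 lists for the shared set, 4 of 8 under potassium ion transport, 2 of 5 under chloride channel activity, 15 of 28 under calcium ion binding and 2 of 10 under the calcium signalling pathway were called in both tissues by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The Na+/K+ pump gene atp1a3a fell in both, with log2 fold changes of -0.96 in PECs (standard error 0.26, adjusted p = 0.0364) and -2.05 in EECs (standard error 0.26, adjusted p = 0.00153). The potassium channel gene hcn2b rose by 1.28 in PECs (adjusted p = 0.0200) and 1.09 in EECs (adjusted p = 0.0903), and kcnn1b rose in PECs by 1.73 (adjusted p = 0.0450) while its change in EECs was -1.19 (adjusted p = 0.0824). The anion exchanger gene slc26a2 fell from 31.1 ± 8.51 CPM to 2.10 ± 0.481 CPM in PECs and from 7.54 ± 3.17 CPM to 0.691 ± 0.367 CPM in EECs (SD, n = 3), with log2 fold changes of -4.15 (adjusted p = 3.22e-05) and -3.45 (adjusted p = 0.0108). For cftr the change was -1.95 in EECs (adjusted p = 0.0590) and 1.72 in PECs (adjusted p = 0.105). The calcium-dependent kinase gene camk2d1 changed by -3.45 in PECs (adjusted p = 0.00138) and -2.12 in EECs (adjusted p = 0.00291). The calcium channel gene cacna1c rose in PECs by 1.04 (adjusted p = 0.0338), and its rise of 0.86 in EECs did not pass (adjusted p = 0.183). Fitted with the replicate block, atp1a3a in PECs (adjusted p = 0.109), hcn2b in EECs (adjusted p = 0.136) and kcnn1b in PECs (adjusted p = 0.129) and EECs (adjusted p = 0.132) did not pass, and kcnn1b in EECs was called in 0 and hcn2b in EECs in 1 of the 6 fits that left out one replicate.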

Interestingly, “ion transport” and “calcium channel/binding activity” were also GO-enriched terms amongst the genes regulated by Pax6b only in PECs or in EECs, supporting an important role of Pax6b for controlling these pathways.

**Fig. 5.**
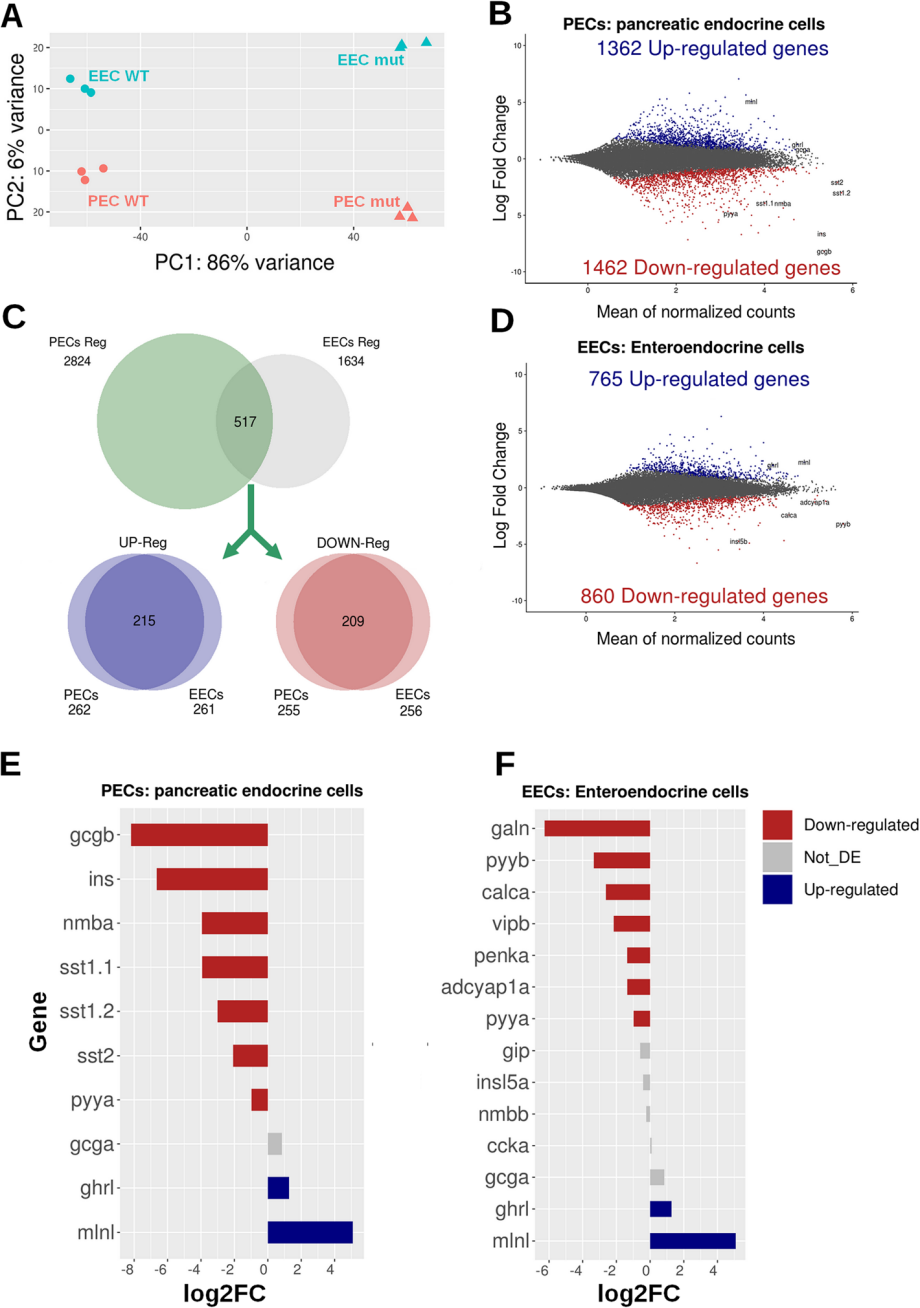
RNA-seq analysis of EECs and PECs from wild-type and *pax6b* mutants identifies a set of genes displaying similar Pax6b regulation in both the pancreas and intestine. **a**, Principal component analysis (PCA) on all EEC and PEC RNA-seq data obtained from wild-type and pax6b^sa0086^ mutants. The close clustering of the triplicate wild-type and mutant samples demonstrates the high reproducibility of the data. **b**, **d** MA plots showing all the upregulated (in blue) and downregulated (in red) genes in the *pax6b*^*sa0086*^ mutant PECs (**b**) and EECs (**d**). **c** Venn diagrams showing the overlap of genes regulated in both EECs and PECs; amongst the 517 regulated genes, 215 and 209 genes are respectively up- and downregulated in both cell types as shown in the blue and red Venn diagrams. **e**, **f** Expression ratio (in log2 of fold change from *pax6b* mutant versus wild-type) of hormones expressed in PECs (**e**) and in EECs (**f**); downregulated hormones are in red, upregulated hormones are in blue and not statistically are affected in grey; RNA-seq values are shown in Tables 3 and S4

#### Drastic increase of ghrelin/motilin-like-expressing cells in pax6b^−/−^ pancreatic and intestinal endocrine cells with a concomitant decrease of other endocrine cell subtypes

The above analyses indicate a regulation by Pax6 of the expression of several hormones in PECs and EECs. Amongst them, *ghrelin* (*ghrl*) and *motilin-like* (*mlnl*) genes are strongly upregulated in both the pancreas and intestine of *pax6b* mutants (Fig. 5e, f and Table 3). 

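In PECs, ghrl was at 787 ± 447 CPM in wild type and 2607 ± 612 CPM in mutants (SD, n = 3), a log2 fold change of 1.41 (standard error 0.47, adjusted p = 0.0946 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This call depends on the setting: the log2 fold change lay between 0.96 and 1.71 with each replicate left out in turn, and 1 of these 6 fits had an adjusted p under 0.1; with the replicate block it did not pass (adjusted p = 0.140). In EECs, ghrl was at 165 ± 25.3 CPM in wild type and 744 ± 112 CPM in mutants, a change of 2.11 (standard error 0.23, adjusted p = 6.01e-04). The gene mlnl (ENSDARG00000092916) was at 6.07 ± 1.96 CPM in wild-type PECs and 317 ± 45.6 CPM in mutant PECs, a change of 5.43 (standard error 0.40, adjusted p = 4.05e-06). In EECs it was at 707 ± 122 CPM in wild type and 3904 ± 1022 CPM in mutants, a change of 2.41 (standard error 0.26, adjusted p = 5.32e-04). The effect on mlnl was larger in PECs than in EECs (EEC effect minus PEC effect -3.02, adjusted p = 0.00130), while that on ghrl did not differ detectably (0.70, adjusted p = 0.687). Of the 25 genes of Table 3, 19 of 22 tested in PECs and 10 of 24 tested in EECs were called with the adjustment over all genes, and 21 and 14 with the adjustment over this list alone, which the paper chose on the same data. DESeq2 gave 20 calls in PECs and 15 in EECs, and the fits without PEC wild-type replicate 1 or PEC mutant replicate 1 each gave 16 in PECs.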

FISH experiments confirmed an increase in the number of *ghrl+* cells and *mlnl+* cells in both the pancreas and intestine (Fig. 6A–H). Furthermore, double fluorescent staining demonstrated that these two hormones are often co-expressed in the same endocrine cells (Fig. 6I, J). In both tissues, the increase of *ghrl* and *mlnl* gene expression is concomitant to a decrease of other hormones: *galn*, *pyyb* and *calca* genes are indeed significantly downregulated in EECs of *pax6b*^*sa0086*^ mutants, while in the pancreas, the expression of notably the *insulin* (*ins*) and *somatostatin-1.1*, *1.2* and *2* genes is strongly decreased (Fig. 5e and Table 3). 

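In EECs, pyyb was at 30799 ± 1837 CPM in wild type and 3199 ± 483 CPM in mutants (SD, n = 3), a log2 fold change of -3.33 (standard error 0.20, adjusted p = 3.62e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level of calca went from 1737 ± 251 CPM to 294 ± 115 CPM, a change of -2.61 (standard error 0.31, adjusted p = 0.00119). For galn (ENSDARG00000091377) the change of -6.203 had a standard error of 2.24 and did not pass (adjusted p = 0.334), as the 3 mutant samples had between 0.180 and 28.3 CPM, while the wild-type samples had between 370.2 and 1217 CPM. It was called by DESeq2, with all 12 samples in one fit and without mutant EEC replicate 1. Of the other EEC hormone genes in Table 3, adcyap1a changed by -1.35 (adjusted p = 0.00855), vipb changed by -2.13 (adjusted p = 0.320) and ccka by 0.08 (adjusted p = 0.920). In PECs, ins (ENSDARG00000035350) was at 10721 ± 4505 CPM in wild type and 92.4 ± 24.2 CPM in mutants, a log2 fold change of -7.09 (standard error 0.46, adjusted p = 1.70e-06). The level of sst1.1 went from 576 ± 525 CPM to 30.4 ± 12.8 CPM, a change of -4.36 (standard error 0.55, adjusted p = 3.24e-04), and that of sst1.2 from 27166 ± 4915 CPM to 3626 ± 1083 CPM, a change of -3.15 (standard error 0.34, adjusted p = 8.91e-05). Reads shared by these somatostatin paralogs would blur their values. For sst2 the change was -2.17 in PECs (standard error 0.32, adjusted p = 9.61e-04). In EECs it had the other sign, at 1.87 (standard error 0.40, adjusted p = 0.0347). The EEC change was called in 4 of the 6 fits that left out one replicate. The effects in the tissues differed (EEC effect minus PEC effect 4.04, adjusted p = 5.45e-04).

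**Figure D5:**
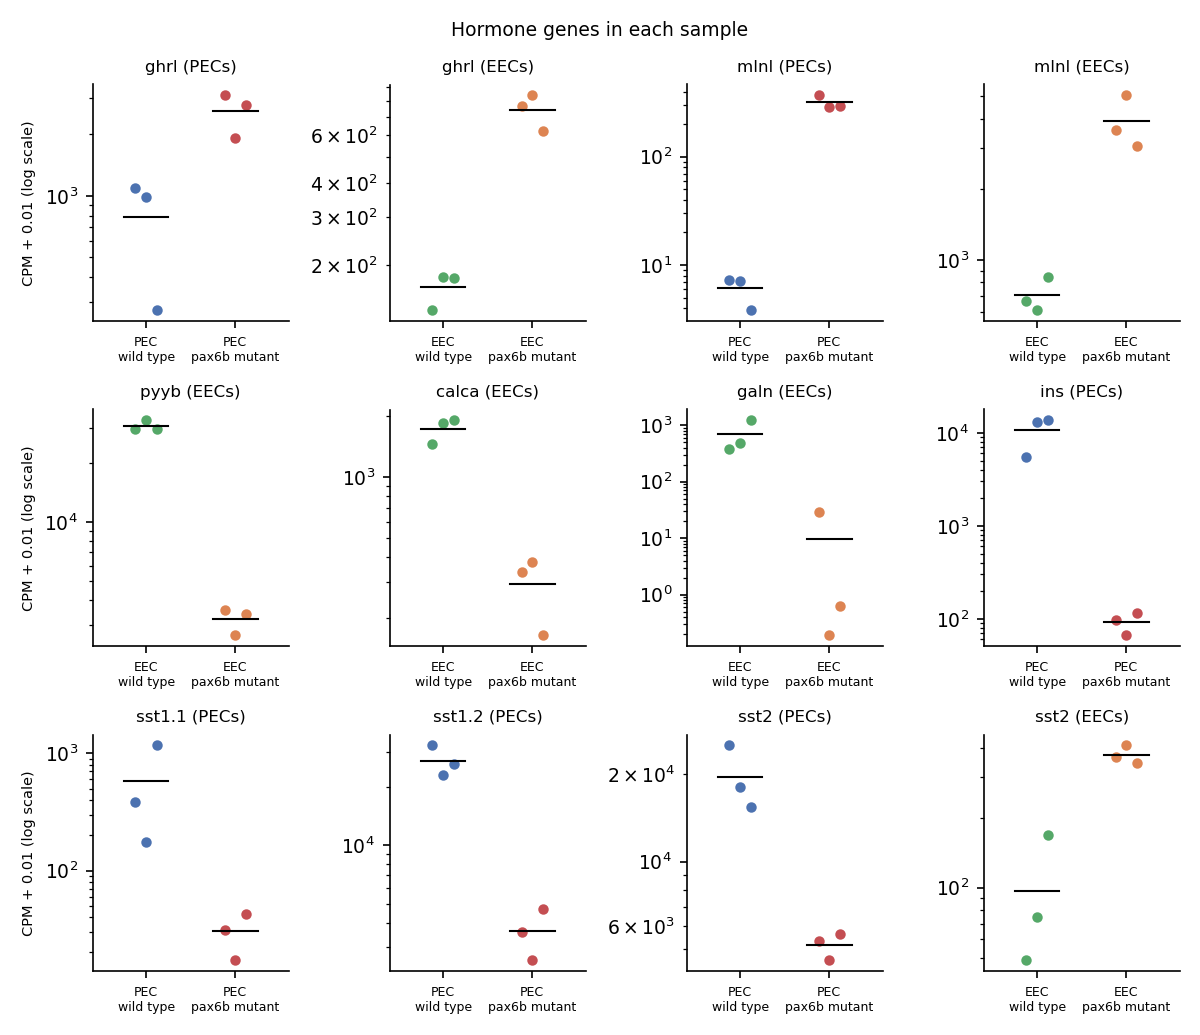
CPM plus 0.01 on a log axis for 9 hormone genes in wild-type and mutant PECs or EECs. Each point is one of 3 preparations per group and each black line is the mean; ghrl and mlnl are higher in mutants of both tissues, and the 3 mutant EEC samples of galn spread from 0.180 to 28.3 CPM.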

To determine whether these modifications in hormone expression result from a change in cell subtype proportion in *pax6b* mutant PECs, we analysed the expression of markers of these different pancreatic cell subtypes that we and others have previously identified (Additional file 9: Table S6) [24, 40]. 

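The marker lists of Table S6 were compared with the genes called in mutant PECs. Of the 50 beta markers, 47 matched a gene ID, and 20 of these (42.6%) were lower and 1 (2.13%) was higher in mutants by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The balance of lower and higher calls differed from that of the pan-endocrine list (Fisher's exact test, two-sided, p = 0.00473). Markers of the same cell type are not independent of each other. This p and those of the other marker lists therefore describe the table more than they measure an error. When replicate number entered as a block, 15 beta markers were lower and 1 was higher, and the difference from the pan-endocrine list no longer passed (Fisher's exact test, two-sided, p = 0.0909). By the same test, p was 0.156 and 0.167 without wild-type PEC replicate 1 or 2, and 0.117 and 0.0808 without mutant PEC replicate 1 or 2. Without wild-type or mutant PEC replicate 3, p was 7.82e-04 and 0.0260. Over the 5 lists, 93 markers were called, and leaving out wild-type PEC replicate 3 moved this number most, to 116. The lists come from other data, and a change in the level of a marker in the remaining cells or in the number of cells would look the same in these counts. The marker ndufa4l2a was at 1432 ± 639 CPM in wild type and 67.7 ± 14.2 CPM in mutants (SD, n = 3), a log2 fold change of -4.60 (standard error 0.36, adjusted p = 5.31e-06).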

We found that about 40% of genes showing an enriched expression in beta cell (with a fold enrichment > 4-fold) were downregulated in the islet of *pax6b*^*−/−*^ embryos, while only 2% were upregulated (Fig. 7, upper panel), strongly suggesting a loss of beta cells. This loss was further confirmed by FISH experiments: firstly, *ndufa4l2*, a gene showing a restricted expression in zebrafish pancreatic beta cells, was not detected anymore in the *pax6b* mutants (Fig. 7a–d). Similarly, the expression of the two beta cell-enriched transcription factors *pdx1* and *nkx6.2* were strongly decreased in PECs of *pax6b* mutants while could still be detected at low levels in the ventral pancreatic progenitors (Fig. 7e–h, Table 3). 

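In PECs, pdx1 (ENSDARG00000002779) was at 1132 ± 193.5 CPM in wild type and 30.4 ± 13.2 CPM in mutants (SD, n = 3), a log2 fold change of -5.44 (standard error 0.37, adjusted p = 2.24e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It fell in EECs too, from 408 ± 58.1 CPM to 39.8 ± 24.9 CPM, a change of -3.45 (standard error 0.37, adjusted p = 6.01e-04). For nkx6.2 (ENSDARG00000104735), the level in mutant PECs was 8.32 ± 2.91 CPM, a change of -5.25 (standard error 0.34, adjusted p = 1.70e-06). With each replicate left out in turn, the change in PECs stayed between -5.84 and -5.23 for pdx1 and between -5.56 and -5.07 for nkx6.2. From the fall of beta markers, the paper proposes that beta cells are lost in the mutant.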

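Of the 50 delta markers of Table S6, 47 matched a gene ID, and 17 (36.2%) were lower and 4 (8.51%) higher in mutant PECs. This balance was not detectably different from that of the pan-endocrine list (Fisher's exact test, two-sided, p = 0.114). Fitted with the replicate block, 15 were lower and 5 higher.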

All these data indicate the loss of beta cells in *pax6b*^−/−*sa0086*^ embryos*.* Concerning the pancreatic delta cells, 35% of delta-enriched genes were downregulated in the *pax6b*^*sa0086*^ mutants and 12% were upregulated (Fig. 7, upper panel). The decreased number of delta cells in *pax6b* mutants was further supported by FISH through the strong reduction of cells expressing *somatostatin2* (*sst2*) as well as the loss of the delta-specific markers *laminin C2* (*lamc2*) and the hormone peptide *Neuromedin Ba* (*nmba*) (Fig. 7i–l, Table 3). 

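The level of nmba in PECs went from 1356 ± 335 CPM in wild type to 91.3 ± 21.9 CPM in mutants (SD, n = 3), a log2 fold change of -4.10 (standard error 0.30, adjusted p = 4.05e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For sst2, the PEC samples had between 15386 and 25097 CPM in wild type and between 4583 and 5631 CPM in mutants, so its transcript was lowered but far above the detection floor.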

The two delta-specific transcription factors Cdx4 and Hhex were also downregulated in PECs of *pax6b* mutants (Table 3). 

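In PECs, cdx4 was at 145.2 ± 38.9 CPM in wild type and 53.6 ± 25.0 CPM in mutants (SD, n = 3), a log2 fold change of -1.72 (standard error 0.37, adjusted p = 0.0124 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For hhex the levels were 80.4 ± 45.2 CPM and 22.7 ± 4.16 CPM, a change of -1.99 (standard error 0.32, adjusted p = 0.00173). With each replicate left out in turn, the change lay between -2.16 and -1.49 for cdx4 and between -2.16 and -1.62 for hhex. In EECs the change of cdx4 was not detectable at -0.46 (adjusted p = 0.475).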

Inversely, 40% of genes with enriched expression in pancreatic epsilon cells are upregulated in *pax6b* mutants while only 2% are decreased (Fig. 7, upper panel). 

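Of the 50 epsilon markers of Table S6, 46 matched a gene ID, and 20 (43.5%) were higher and 1 (2.17%) lower in mutant PECs. Against the pan-endocrine list, the balance of higher and lower calls differed (Fisher's exact test, two-sided, p = 0.00473), and over the 15 alternatives this p ranged from 3.19e-04 to 0.0115. With the replicate number as a block, 18 were higher and 1 lower.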

Like *ghrelin* and *motilin-like*, *mboat4*, another epsilon-specific marker, is strongly stimulated following *pax6b* inactivation as revealed by FISH (Fig. 7m, n) and by the RNA-seq data (Table 3). Thus, these data also indicate an increase of epsilon cells in *pax6b*^*sa0086*^ mutant embryos. 

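In PECs, mboat4 was at 0.562 ± 0.432 CPM in wild type and 168 ± 96.8 CPM in mutants (SD, n = 3), a log2 fold change of 8.02 (standard error 0.65, adjusted p = 6.60e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The wild-type samples had at most 31 counts of mboat4 and the mutant samples up to 7662, with 93.5 to 277 CPM. In wild-type EECs, mboat4 was at or below the detection floor, and its mean in mutant EECs, 1.10 ± 0.885 CPM, was at least 11.3-fold higher, but the filter on low counts left the gene out of the test.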

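Of the 50 alpha markers of Table S6, 48 matched a gene ID, and 12 (25.0%) were lower and 6 (12.5%) higher in mutant PECs. This was not detectably different from the balance of the pan-endocrine list (Fisher's exact test, two-sided, p = 0.458). In 4 of the 6 fits that left out one replicate, the share of lower calls was below that of the pan-endocrine list in the same fit. Under the replicate block, 10 were lower and 5 higher.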

Finally, the alpha cells in pax6b mutants display an “ambiguous” phenotype with a respective decrease and increase of 26% and 12% of alpha enriched genes (Fig. 7, upper panel). 

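The level of gcgb (ENSDARG00000040907) in PECs went from 12435 ± 3542 CPM in wild type to 34.9 ± 14.25 CPM in mutants (SD, n = 3), a log2 fold change of -8.68 (standard error 0.46, adjusted p = 5.80e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For pnoca the change of -3.53 (standard error 0.87, adjusted p = 0.0238) rests on wild-type samples between 11.9 and 343 CPM, against 11.3 ± 5.12 CPM in mutants, and it lay between -4.06 and -1.21 with each replicate left out in turn. The level of scinlb rose from 73.2 ± 91.0 CPM to 1126 ± 346 CPM, a change of 3.88 (standard error 0.66, adjusted p = 0.00276), with single wild-type samples between 18.2 and 178 CPM. The level of arxa in mutants was 239 ± 15.3 CPM, a change of 1.91 (standard error 0.33, adjusted p = 0.00319). For gcga, whose levels were 1504 ± 998 CPM and 3131 ± 361 CPM, the rise of 0.91 (standard error 0.33) did not pass (adjusted p = 0.131). It passed without a filter on low counts and without wild-type PEC replicate 3.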

The RNA-seq data indeed reveal a strong decrease of the alpha cell markers *gcgb* and *pnoca* while others like *gcga*, *arx* and *scinlb* are even increased (Table 3). FISH confirmed these results. Indeed, although *gcga* and *gcgb* are detected in the same alpha cells in wild-type embryos, *gcgb* expression was severely reduced in the *pax6b* mutants in contrast to *gcga* that remained highly expressed (Fig. 7i, j). Like *gcgb*, the alpha cell marker *pnoca* (*prepronociceptin a*) was drastically downregulated (Fig. 7q, r). On the other hand, the alpha cell marker *scindl* (Fig. 7u, v) and the alpha cell determinant *arxa* (Fig. 7s, t) were still expressed. Double labelling of *arxa* and *scinlb* with *ghrelin* revealed that these two markers are actually expressed in both alpha and epsilon cells in zebrafish (Fig. 7s–x). Regarding the pan-endocrine markers, which are not enriched in a specific endocrine cell subtype, only a minority (about 15%) are either down- or upregulated in the pax6b^−/−^ mutants (Fig. 7, upper panel). 

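All 50 pan-endocrine markers of Table S6 matched a gene ID, and 6 were higher and 6 lower in mutant PECs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, together 24.0% of the list. In the fit with the block, 3 were higher and 5 lower. Without wild-type PEC replicate 3, the share called rose to 48.0%. With all replicates, the share called was 37.5% for the alpha list, 44.7% for the beta list, 44.7% for the delta list and 45.7% for the epsilon list. Without wild-type PEC replicate 3, these shares were 50.0%, 48.9%, 51.1% and 45.7%, close to that of the pan-endocrine list. In each other fit that left out one replicate, all of them were above the pan-endocrine share.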

Altogether, our data indicate that there is a loss of beta cells and a strong reduction of delta cells in the *pax6b*^−/−^ mutants with a concomitant increase in the number of epsilon cells. Alpha cells are still generated in the *pax6b*^*sa0086*^ mutants, but these cells are misdifferentiated.

**Table 3:** Expression level of some selected markers in EEC and PEC isolated from wild-type and pax6b^sa0086^ mutant larvae

Markers	Gene	PEC wild type	PEC pax6b^**−/−**^	EEC wild type	EEC pax6b^**−/−**^
Epsilon PEC	***ghrl***	996	3156	184	876
	***mlnl***	7.6	385	785	4604
	***mboat4***	0.7	201	0.02	1.3
Beta PEC	***ins***	13,111	112	1.1	2.9
	***ndufa4l2a***	1729	82	1.8	1.2
	***nkx6.2***	330	10	5.5	7.7
	***pdx1***	1377	37	453	46
Delta PEC	***sst2***	24,070	6287	107	440
	***sst1.1***	668	37	27	0.2
	***sst1.2***	33,282	4375	89	37
	***lamc2***	153	16	4	31
	***nmba***	1640	110	46	15
	***hhex***	95	27	0.5	0.1
	***cdx4***	181	64	40	32
Alpha PEC	***gcgb***	15,002	42	179	2.4
	***gcga***	1776	3791	1982	1526
	***pnoca***	144	14	11	2.2
Alpha and epsilon	***scinlb***	83	1374	476	1365
Alpha and epsilon	***arxa***	67	290	42	57
EEC hormones	***galn***	0.05	0.19	758	12
	***pyyb***	32	20	34,323	3746
	***calca***	57	24	1933	349
	***adcyap1a***	0.58	0.41	6201	2672
	***vipb***	0.07	0.17	737	190
	***ccka***	0.43	1.01	6257	7212

The expression level (given in normalized CPM) was obtained from the RNA-seq data. The values are the expression mean of triplicate samples. Table S4 provides the expression level of all genes (values for each sample, means and standard deviation)

**Fig. 6.**
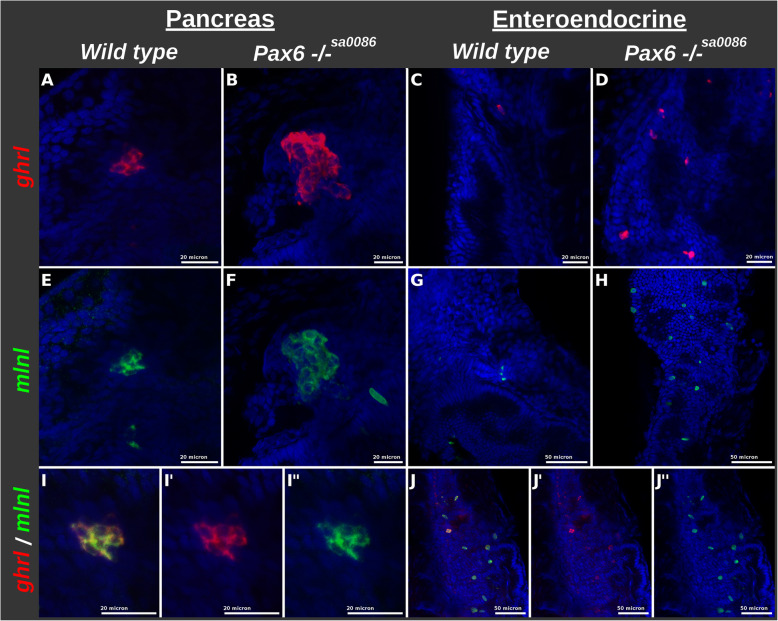
Increase in the number of cells co-expressing *ghrl* and *mlnl* in the *pax6b*^*−/−*^ PECs and EECs. FISH using ghrelin (ghrl, labelled in red) and motilin-like (mlnl, labelled in green) probes on 2.5 dpf (**A**, **B**, **E**, **F** and **I**) and 4.5 dpf (**C**, **D**, **G**, **H**, **J**) zebrafish larvae. Confocal views of the pancreatic islet (**A**, **B**, **E**, **F**) and of the gut (**C**, **D**, **G**, **H**). **I**, **J** Overlays of *ghr*l (**I′** and **J′**) and *mlnl* (**I″** and **J″**) stainings demonstrating co-labelling with the two probes. **A**, **E**, **I**, **I′**, and **I″** are views of the pancreatic islet from a wild-type larva while **B** and **F** are the pancreatic islet from *pax6b*^*−/−*^. **C**, **G** Views of the intestines from wild-type larvae; **D**, **H**, **J**, **J′**, **J″** Views of the gut from a *pax6b*^*−/−*^ larvae. Scale bars: 20 microns for **A-F** and **I** panels, 50 microns for **G**, **H** and **J** panels

**Fig. 7.**
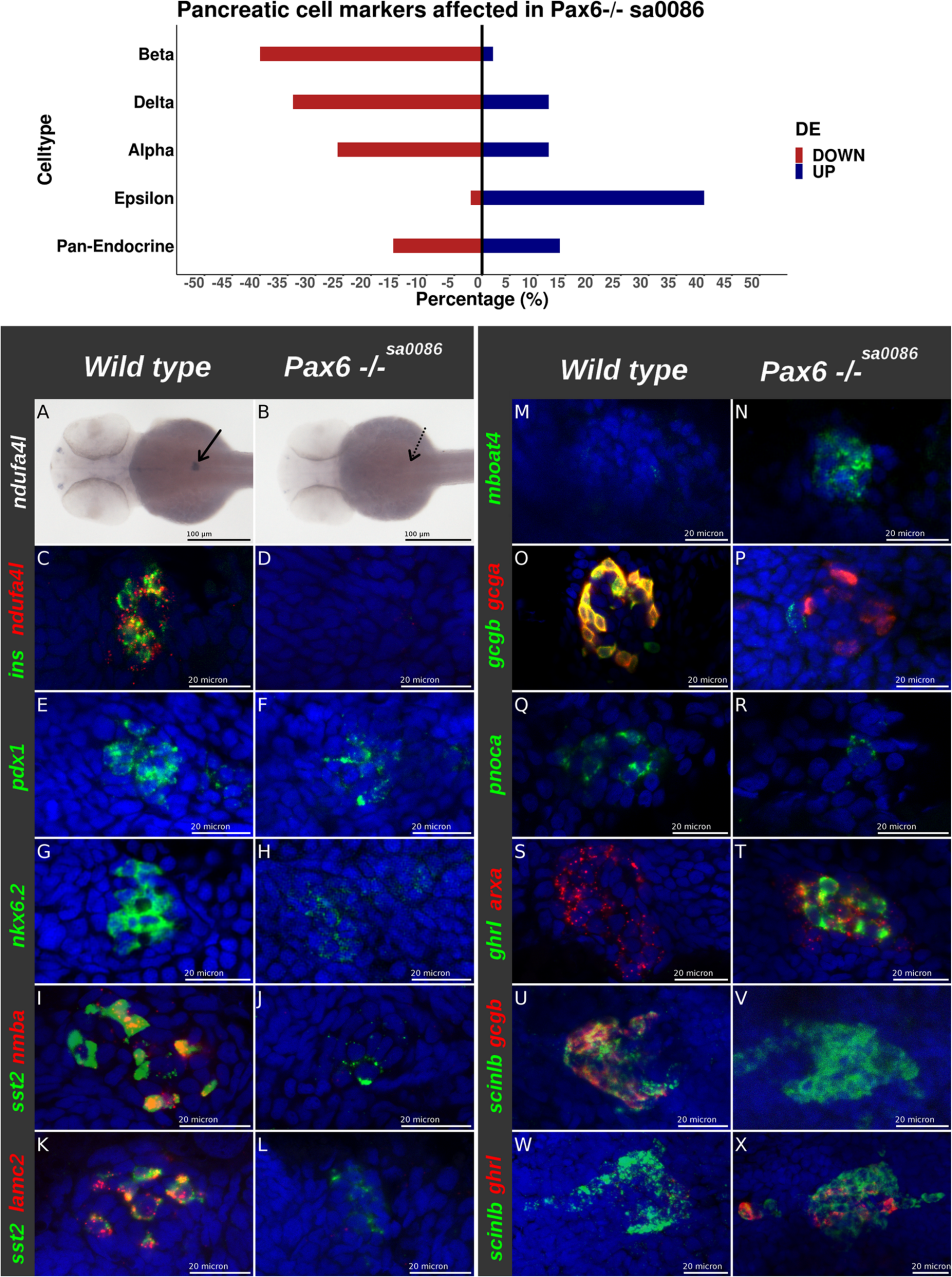
*pax6b* inactivation leads to a loss of pancreatic beta cells, reduction of delta cells, increase of epsilon cells and abnormal alpha cells. (Upper panel) percentage of markers from beta-, delta-, alpha-, epsilon- and pan-endocrine cells which are downregulated (in red) or upregulated (in blue) in the pax6b^−/−^ PECs. The list of markers for each cell subtype is shown in Additional file 9: Table S6. The up- or downregulation was determined from RNA-seq data from pax6b^sa0086^ mutant versus wild-type. (Lower panel) Expression analysis of cell subtype markers by WISH (**a**, **b**) and FISH (**c**–**x**) on 2 dpf zebrafish *pax6b* mutant and wild-type embryos as noted on the top of the panel; probes are indicated on the left of each picture. Scale bars: 100 µm for panels **a** and **b** and 20µm for panels **c** to **x**

To verify that the increase of *ghrl+/mlnl+* endocrine cells in the intestine of *pax6b*^−/−^ larvae (Fig. 6) is also concomitant to a decrease of other EECs, we analysed by FISH the expression of *pyyb*, a gene highly expressed in the intestine and strongly downregulated in *pax6b* mutants (Table 3). 

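In the single samples, pyyb lay between 29657 and 32919 CPM in wild-type EECs and between 2649 and 3556 CPM in mutant EECs. Its log2 fold change lay between -3.43 and -3.24 with each replicate left out in turn, and all 6 of these fits called it. In PECs, where wild-type samples had 26.4 ± 13.0 CPM (SD, n = 3), the change was -0.87 (adjusted p = 0.123 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).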

The number of EECs expressing *pyyb* was indeed drastically reduced in the intestine of *pax6b*^*sa0086*^ mutants (Fig. 8d, e). Thus, all these FISH confirms that *pax6b* has a similar role in the control of the proportion of the various endocrine cell types in both intestine and pancreas.

**Fig. 8.**
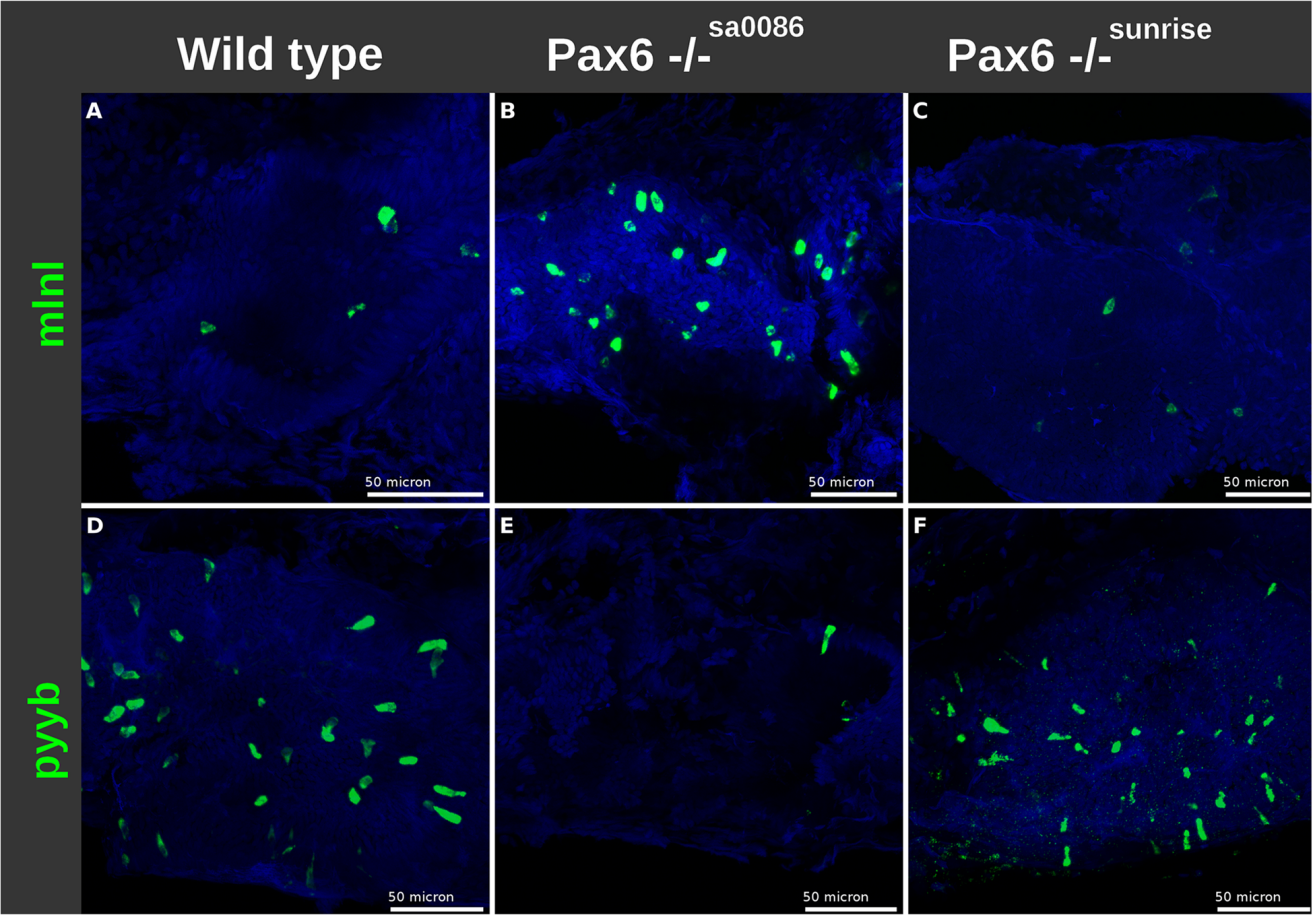
The effect of Pax6b on the number of EEC expressing *pyyb* and *mlnl* does not depend on its homeodomain. FISH showing the respective increase of *mlnl*+ EECs and decrease of *pyyb*+ EECs in the *pax6b*^*sa0086*^ null mutants (**b**, **e**), while the hypomorphic *pax6b*^*sunrise*^ mutants harbouring a mutation in *pax6b* homeobox do not display modifications in the expression of EEC hormones (**c**, **f**)

#### Like in the pancreas, the homeodomain of Pax6b is not crucial for the differentiation of the endocrine cells of the intestine

Previous studies have shown that a missense mutation in the homeobox of *pax6b* (sunrise allele) gene causes eye developmental defects but does not perturb the development of pancreatic endocrine cells [13, 41], indicating that the homeodomain of Pax6b is not crucial for endocrine cell differentiation in the pancreas in contrast to eye development. To get a clue whether the mode of action of Pax6b is also similar between EECs and PECs, we next investigated whether the EEC differentiation was affected in the sunrise mutants. FISH revealed no effect of the sunrise mutation on the expression of *pyyb* and of *mlnl* in contrast to the null *pax6b*^*sa0086*^ mutation (Fig. 8c, f). This indicates that the homeodomain of Pax6b is not crucial for the differentiation of endocrine cells both in the intestine and in the pancreas.

## Discussion

By RNA sequencing of FACS-purified cells, we report in this study the transcriptome of enteroendocrine cells (EECs) from zebrafish highlighting the repertoire of peptide hormones and regulatory factors expressed by these cells. The comparison of these RNA-seq data with other zebrafish tissues confirms the close similarity of EECs with pancreatic endocrine cells (PECs). Furthermore, we show that Pax6b is required for the proper expression of many hormones in both the pancreas and intestine, acting via a large set of common gene targets. Inactivation of zebrafish Pax6b does not affect the total number of endocrine cells but affects the balance between endocrine cell subtypes, leading to an increase of ghrelin+/motilin-like+ cells and a reduction of other endocrine cell subtypes in both tissues. The Pax6b homeodomain is also dispensable in the two organs. All these data highlight the high similarity between EECs and PECs.

The present study reveals also that the zebrafish EECs express most of the hormones known to be secreted by mammalian EECs. Only 4 EEC hormones were not detected in zebrafish. Secretin (Sct), pancreatic polypeptide (PP) and gastrin could not be detected as no orthologous gene is present in the zebrafish genome. The absence of *sct* and *pp* genes is in agreement with previous studies indicating the lack of these two genes in teleost [42–44]. The detection of PP by immunofluorescence at the level of zebrafish EECs [29] and zebrafish PECs [45] is probably due to cross-reactions of the antibodies with Pyya and/or Pyyb as significant sequence similarities are observed between Pyy and PP mature peptides (see Additional file 10: Fig. S4). Although the *neurotensin* gene is present in the zebrafish genome, no expression was detected in EECs, at least in 4 dpf larvae. On the other hand, the present transcriptomic profiling of zebrafish EECs reveals the identification of three neuropeptide transcripts not described so far in EECs: *proenkephalin-a* (*penka*), *calcitonin* (*calca*) and *adenylate cyclase-activating polyeptide 1a* (*adcyap1a*). We could confirm at the protein level the expression of two of them, enkephalin and Adcyap1 (Fig. 2). Further studies should be performed to confirm the expression of Calca at the protein level and determine the role of these 3 neuropeptides on the digestive tract. To get a hint whether these hormones could be also expressed in the mammalian intestine, we searched into the NCBI GEO repository and into the Human Protein Atlas database [46] for the presence of these transcripts in the gut. We found that *Penk* is expressed in the colon of 8-week-old male mice [47] and at a low level in the human colon. Similarly, human *CALCA* and more specially *CALCB* (calcitonin-related polypeptide B) transcripts can be detected in bulk RNA-seq of the gastrointestinal tract mainly at the level of the colon. Finally, ADCYAP1 expression is detected in the human gastrointestinal tract mostly in the colon as well as in beta pancreatic cells [48]. Furthermore, the recent single-cell RNA-seq data from the small murine intestine reveal that some enterochromaffin cells express *Adcyap1* at low levels [3]. Thus, all these data suggest that the three hormones Penk, Calca(/b) and Adcyap1 could also be expressed in some mammalian EECs, and their expression should be verified by immunostaining notably at the level of the colon.

Some similarity between EECs and PECs has been previously recognized notably thanks to the shared expression of markers including some hormones and transcription factors. Using the zebrafish, the present study demonstrates the similitude at the transcriptomic level and by identifying a common Pax6b-dependant gene regulatory network. When considering the ontogeny and evolutionary aspects of EECs and PECs, it is tempting to speculate that these two endocrine cell types not only share developmental pathways but also have a common ancestor. Indeed, on the ontogeny aspect, both EECs and PECs derive from the endoderm layer and their specification is controlled by lateral inhibition via the Delta/Notch signalling pathway, leading to the formation of scattered endocrine cells within the epithelium. Inhibition of the Notch pathway allows the activation of proneuronal bHLH factors in endocrine precursors that drive the formation of EECs and PECs [49, 50]. As proposed by others [16], the EECs have probably co-opted for these neuronal gene programmes to trigger their differentiation early during the evolution of metazoa. While the EECs are present in the gut of invertebrates, the first signs of the pancreatic organ appear much later with the first vertebrates: the agnathan species, such as lampreys or hagfishes, possess at the adult stage one or two aggregates of insulin-expressing cells just next to the intestine and near the bile duct without associated exocrine tissue while other endocrine cells expressing glucagon, somatostatin or PYY-like peptides are present within the intestinal epithelium [19, 20, 51]. Furthermore, at the larva stage, some of these insulin+ cells are still detected within the intestinal epithelium of lampreys [52]. Thus, these observations suggest that, when the first vertebrate species appeared, some enteroendocrine cells could move out from the gut to form clusters, possibly through the upregulation of cell adhesion molecules that have led to the formation of pancreatic endocrine islets. This hypothesis is supported by studies on sea urchin larvae showing the presence of cells expressing insulin-like peptide in the gut region located at the stomach-intestine boundary and expressing the pdx1 orthologous gene [18, 53]. Furthermore, the generation of the first PECs in the zebrafish embryos is also consistent with this idea: indeed, the first insulin-expressing cells appear scattered within the anterior endodermal gut epithelium at an early stage (14 hpf) and subsequently migrate dorsally from the embryonic gut to form a cluster and generate the principal pancreatic islet (named the dorsal pancreatic bud) [45]. Thus, all these observations entail the notion that PECs are in fact EEC-like cells, explaining why PECs share so many features with EECs. This concept is also supported by previous reports showing the conversion of EECs into insulin-expressing beta-like cells upon targeted expression or inactivation of some transcription factors [54–56]. The close relatedness between EECs and PECs underlined in our study has also important implications for the interpretation of GWAS for type 2 diabetes (T2D). Indeed, as many of the genomic variants linked to T2D are near (or in) genes expressed in PECs [57, 58], it is widely considered that at least part of the defects causing T2D stems from PEC dysfunctions. However, as the transcriptomes of PECs and EECs are highly similar, the defects causing T2D may also have their origin from EECs.

The present study confirms that Pax6 is required for the proper expression of many hormones from EECs and PECs and changes the proportion of the endocrine cell subtype without affecting the total number of endocrine cells in both the pancreas and intestine. The pancreatic phenotype of zebrafish *pax6b*-null mutants is comparable to the *Pax6* mutant mice as the same major pancreatic hormones are up- and downregulated in the two species, although the effect on beta cells looks more drastic in zebrafish than in mice (Pax6 KO mice displaying only 70% reduction) [11, 59]. The almost complete loss of beta cells in zebrafish may derive from a stronger decrease in the expression of the beta-specific factor Pdx1 (as well as Mnx1 and Nkx6.2) in zebrafish pax6b mutants. On the other hand, in the intestine, there is a striking contrast between zebrafish and mice Pax6 mutants: while Pax6 is required for the expression of several EEC hormones in both species, the identity of these hormones is strikingly divergent. Indeed, amongst the 8 EEC hormones analysed in Pax6 mutant mice, *Gcg* (GLP1 and 2), *Sst* and *Gip* genes were strongly downregulated while *Pyy* was not significantly affected (ghrelin and motilin were not analysed in Pax6 KO murine intestine). In zebrafish, *pax6b* inactivation causes a drastic downregulation of *pyyb* and does not affect significantly *gcga*, *sst2* and *gip* gene expression. The reason for such differences between mice and zebrafish is unclear and probably rely on changes during vertebrate evolution either at the level of genomic Pax6 binding sites or of downstream regulatory programmes. Further studies including ChIP-seq experiments will be required to answer that question.

## Conclusion

By determining the transcriptomic landscape of zebrafish enteroendocrine cells, we report in this study all peptide hormones and regulatory factors expressed in these cells. The close relatedness of EECs and PECs observed at the transcriptomic level was further supported by analysing the effect of pax6b loss-of-function revealing that a large set of genes is regulated similarly by Pax6b in both cell types. These results support the hypothesis of a common phylogenetic origin of EECs and PECs; they also underscore the potential implication of EECs in metabolic diseases such as type 2 diabetes.

## Methods

### Zebrafish maintenance, transgenic and mutant lines and isolation of EECs and PECs by FACS

Zebrafish (*Danio rerio*) were raised according to standard protocols and staged according to Kimmel et al. [60]. The following zebrafish transgenic and mutant lines were used: *Tg(pax6b:GFP)*^*ulg515*^ [61], *TgBAC(pdx1:EGFP)*^*bns13*^ [38], *Tg(− 8.5nkx2.2a:GFP)*^*ia2*^ [62], *pax6b*^*sa0086*^ and *pax6b*^*sunrise*^ [13]. Enteroendocrine cells (EECs) were isolated by dissecting the gut from about 200 *Tg(pax6b:GFP)*^*ulg515*^ larvae at 4 dpf, taking care of not including pancreatic tissue. Cell dissociation was next performed by incubation in HBSS 1× supplemented with 100 U/ml collagenase IV and 0.3 U/ml Dispase (Life Technologies) for 10 min. Cells were washed in HBSS (Mg^2+^ and Ca^2+^ free) containing 1% BSA, and GFP-expressing EECs were selected by two consecutive FACS purifications, the first in the “yield mode” and the second in the “purity mode”, using FACS Aria II. Four replicates of EEC containing about 3000 cells were prepared. Pancreatic endocrine cells (PECs) were also obtained from the *Tg(pax6b:GFP)*^*ulg515*^ line [61] by dissecting the dorsal pancreatic bud from about 200 27-hpf transgenic embryos. FACS selection was performed as described for EECs except that cell dissociation was performed in *Tryple Select* 1X (Gibco) supplemented with 100 U/ml collagenase IV (Life Technologies) for 5 min. For the preparations of EECs and PECs from *pax6b* null mutant embryos, the *pax6*^*sa0086*^ line [13] was first crossed with the *Tg(pax6b:GFP)*^*ulg515*^ line; heterozygous *pax6b*^*sa0086*^ fish harbouring the transgene (pax6b:GFP) were inbred to generate homozygous *pax6b*^*sa0086*^ transgenic embryos which were selected based on the absence or reduction of lens. The isolation of EECs and PECs from *pax6b*^*sa0086*^ homozygotes were performed in triplicates following the same procedure than for the wild-type larvae. The accuracy of *pax6b*^*sa0086*^ homozygote selection was verified after the RNA-seq by checking the presence of the null sa0086 allele in 100% of *pax6b* reads in the mutant samples.

### cDNA synthesis, library preparation and sequencing

Each EEC or PEC sample obtained after FACS was directly pelleted by centrifugation and resuspended in 3.5 μl of *reaction buffer*, lysed by freezing in liquid nitrogen and stored at − 80 °C according to the Smart-seq2 protocol [63]. cDNA was synthesized and amplified by a 13-cycle PCR reaction. The quality of cDNA was verified by 2100 High Sensitivity DNA assay (Agilent Technologies); 1-ng cDNA was used for preparing each cDNA library using the Nextera-XT kit (Illumina) and sequenced on Hi-seq 2000 to obtain around 40–60 millions of reads (100 base paired-ends).

### RNA-seq data analyses

Sequences were trimmed in order to remove adaptors and low-quality bases. Trimmed reads were mapped into the zebrafish genome GRCz11 (Ensembl Release 92, www.ensembl.org) using the STAR software v.2.5.4b [64]. Gene expression was measured from the mapped reads by using built-in STAR module (--quantMode GeneCounts) and are expressed in counts of reads per million (CPM) [65]. The RNA-seq raw data have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE149081. The comparison of the transcriptome of EECs and PECs with other zebrafish tissues was performed using the DESeq2 R package [66]. This comparison includes RNA-seq data from the heart (ArrayExpress: E-MTAB-460; GEO: GSE71755), brain (ArrayExpress: E-MTAB-460), pancreatic cells [24, 67], liver (GEO: GSE82246) and intestine (GEO: GSE83195). The reproducibility of RNA-seq data from wild-type and *pax6b* mutants was verified by a principal component analysis (PCA) obtained using the DESeq R package [68]. Differential expression (DE) analysis was performed using the R package DESeq2 [66], to identify all genes displaying significant change in the expression between wild-type and *pax6b* mutants (with fold discovery rate < 10%). The significance in the overlap of the sets of genes regulated by Pax6b in EECs and in PECs was determined with the R built-in statistical Fisher’s exact test.

### Gene Ontology enrichment analysis

Gene Ontology (GO) enrichment analysis was performed on the different gene sets (genes selectively expressed either in EECs or in PECs, pax6b-regulated genes only in PECs, only in EECs and in both PECs and EECs) using the DAVID bioinformatics resources 6.8 [69] taking as background all the zebrafish genes. The enrichment analysis was focused on the GO biological process, molecular function and KEGG pathways with a statistical Fisher exact test *p* value < 0.05.

### In situ hybridization and immunohistochemistry

Antisense RNA probe for the different genes was prepared as described by Thisse and Thisse [70]. Briefly, primers were designed to amplify a part of the transcript that is used as a template to synthesize the probe. The reverse primer at the 5′ contains the minimal promoter sequence for T3 RNA polymerase (5′-AATTAACCCTCACTAAAGGGAG-3′); templates were amplified by RT-PCR. Whole-mount in situ hybridization and fluorescent in situ hybridization (WISH and FISH, respectively) were performed as described previously [71] on wild-type (AB strain), pax6sa0086 null mutant or pax6bsunrise mutant embryos/larvae [13]. Immunohistochemistry (IHC) on whole-mount embryos/larvae was performed as described [72]. The antibodies used are the guinea pig polyclonal anti-PDX1 antibody (ab47308, Abcam) used at a dilution of 200×, the chicken anti-GFP (Aves lab) used at a dilution of 1000×, the rabbit anti-enkephalin (T4294; Peninsula Laboratories International, Inc.) used at a 400× dilution, the rabbit anti-PACAP (Adcyap1) (T-4473.0050; from Peninsula Laboratories International, Inc.) used at a 300× dilution, the monoclonal mouse Hu antibody (16A11: Invitrogen Cat. #A-21271) used at a 1000× dilution and Alexa Fluor secondary antibodies at 1000× dilution. Stained embryos were mounted in Prolong (Invitrogen) with DAPI and imaged using SP5 confocal microsope (Leica). For the immunostainings on adult tissue, the intestine of transgenic *Tg(-8.5nkx2.2a:GFP)*^*ia2*^ adult zebrafish was dissected and fixed for 1 day in PFA 4% rinsed in PBS and embedded in TEK using standard procedures and sectioned using cryostat for generating 10-μm sections which were mounted on glass slides. The primary and secondary antibodies were used as the same dilution as described above for whole-mount larvae.

## Supplementary information

**Additional file 1: Figure S1.** The pax6b:GFP transgene is not expressed in enteric neurones. Immunofluorescence on 5 dpf *Tg(pax6b:GFP)* larva using antibodies against GFP (green) and against the enteric neurone marker Hu (red). Confocal vues of the bulb intestine (upper panels), mid-intestine (middle panels) and posterior intestine (lower panels) showing no colocalisation of GFP with Hu. Dapi staining is in blue. Scale bar =50μm.

**Additional file 2: Table S1.** Expression level of all genes in zebrafish enteroendocrine cells. The expression levels is given for all genes in CPM (counts per million) for the four EEC samples (column C to F) as well as the mean and the standard deviation obtained for each gene (columns G and H). The last column gives the mean expression levels in FPMK.

**Additional file 3: Figure S2.** Quantification of EECs expressing different neuropeptide transcripts in 4 dpf zebrafish larvae. The number of EECs expressing each hormones was determined by counting the labelled cells after WISH using the corresponding hormone probes on 4 dpf larvae. Each point in the graph represents the number of labelled cells in one larva. Bars represent the mean values and S.E.

**Additional file 4: Figure S3.** Expression of *vipb* and *adcyap1a* transcripts in zebrafish EECs. Confocal images of the zebrafish gut from larvae stained by double fluorescent in situ hybridization (FISH) using the enteric neurone marker *phox2b* (green) and the *vipb* or *adcyap1a* probes (red). (A) general vue of the gut showing co-localisation of *vipb* and *phox2b* in ENs at the level of anterior intestine (upper left part of the image) and *vipb+* EECs in the posterior intestine (bottom right of image). (B) higher magnification of the gut showing three vipb+ phox2b+ ENs and two vipb+ EECs. (C) adcyap1a+ cells are distinct from phox2b+ ENs which are located outside the intestinal epithelium (Dapi staining in blue).

**Additional file 5: Table S2.** List of transcription factors expressed in both EECs and PECs, specific for EECs and specific for PECs. The expression level is given in FPKM. The TF expressed in both PECs and EECs were selected based on their expression level above the threshold of 1 FPKM in both cell types. The TF expressed specifically in PECs were obtained by selecting those expressed above 1 FPKM only in PECs and with an expression ratio of PEC/EEC above 5-fold. Inversely, EEC-specific TF were obtained by selecting those expressed above 1 FPKM only in EECs and with an expression ration EEC/PEC above 5-fold.

**Additional file 6: Table S3.** Lists of genes selectively expressed in EECs and in PECs with their gene ontology enrichment analyses. The genes specifically expressed in PECs were selected by their expression above 5 CPM in PECs and below 1 CPM in EECs (sheet1). Inversely EEC-specific genes were selected by their expression above 5 CPM in EECs and below 1 in PECs (sheet 2). The GO terms obtained for the PEC-specific genes and the EEC-specific genes are given in sheets 3 and 4 respectively.

**Additional file 7: Table S4.** Expression level of all genes EECs and PECs (wild type and pax6b^sa0086^). The expression level of all genes is given for wild-type and *pax6b* mutant EECs and PECs in normalized CPM. The expression levels in each sample are given in the excel sheet 1(“CPM samples”) and the means and standard deviations are given in excel sheet 2 (“mean and Sdt dev.”).

**Additional file 8: Table S5.** List of Pax6b-regulated genes and GO enrichment analysis. The excel sheets 1, 3 and 5 give respectively the lists of genes regulated by Pax6b in both PECs and EECs (sheet 1), in PECs only (sheet 3) and in EECs only (sheet 5) together with the expression level in normalized CPM in wild type and pax6b mutant EECs and PECs, the expression fold changes and the P-adjusted values. The excel sheets 2, 4 and 6 display respectively the enrichment of GO terms and pathways for the Pax6b-regulated genes in PECs and EECs (sheet 2), in PECs only (sheet 4) and in EECs only (sheet 6) together with the *P*-values for the Fischer exact test and the lists of genes associated to each GO term.

**Additional file 9: Table S6.** list of markers for each pancreatic endocrine cell subtypes. The list of markers for the pancreatic alpha-, beta-, delta- and epsilon- cell subtypes was obtained from previous published RNA-seq studies [24, 40]. This list was used to determine the proportion of cell subtype markers regulated by Pax6b as shown in the upper panel of Fig. 7.

**Additional file 10: Figure S4.** Sequence similarity between pancreatic polypeptide and of peptide YY. Alignment of the amino-acid sequence of pancreatic polypeptide (PP) from mice and rat with peptide YY from mice and zebrafish (DrPyy A or b).

## Data Availability

All data generated or analysed during this study are included in this published article, its supplementary information files and publicly available repositories. The raw RNA-seq datasets of EECs and PECs from wild-type and *pax6b* mutants have been deposited on Gene Expression Omnibus (GEO) under the accession number GSE149081 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149081). The EEC and PEC RNA-seq were compared to other published RNA-seq data from the heart (ArrayExpress: E-MTAB-460; GEO: GSE71755), brain (ArrayExpress: E-MTAB-460), liver (GEO: GSE82246) and intestine (GEO: GSE83195).

## Abbreviations

EEC: Enteroendocrine cell
PEC: Pancreatic endocrine cell
EN: Enteric neuron
WISH: Whole-mount in situ hybridization
FISH: Fluorescent in situ hybridization
CPM: Count of reads per million
FPKM: Fragments per kilobase of exon model per million reads mapped
S.E: Standard errors
Gcg: Glucagon
Sst: Somatostatin
Ghrl: Ghrelin
Pyy: Peptide YY
Ckk: Cholecystokinin
Gip: Glucose-dependent insulinotropic polypeptide
Vip: Vasoactive intestinal peptide
mlnl: Motilin-like
Insl5: Insulin-like peptide 5
Nmba: Neuromedin B a
Adcyap1: Adenylate cyclase-activating polypeptide 1
Galn: Galanin
Calca: Calcitonin
Penka: Proenkephalin-a

How the deposited data were processed for this re-analysis (not part of the article)

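RNA was measured in 13 samples: 4 preparations of wild-type EECs, 3 of pax6b mutant EECs, 3 of wild-type PECs and 3 of pax6b mutant PECs. The counts are as deposited by the authors, who trimmed the reads, mapped them with STAR to GRCz11 and counted reads on the genes of Ensembl release 92, 1 library per sample and without normalization. All values are whole numbers, and the total per sample ran from 22423938 to 61895597, with a median of 33343637. At this depth, the detection floor of 3 counts was between 0.0485 and 0.134 CPM. CPM is the count of a gene over all counts on genes of its sample.

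Gene names came from the paper's tables first and from the reference gene list otherwise. Chromosomal positions came from the assembly GRCz12tu, which differs from the GRCz11 used for mapping, and 19360 gene IDs could be placed, mostly by symbol. They served only to tell which genes lie on the chromosome of pax6b or within 10 Mb of it.

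Mutant and wild type were compared within each tissue, and the tissues were compared in wild type, with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1): TMM normalization, filterByExpr with its defaults, a robust quasi-likelihood fit and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.1. The adjusted p-values of single genes in the text come from these fits. The interaction of genotype and tissue was tested in a fit of all 12 samples of the mutant comparison. Overlaps were tested by Fisher's exact test, one-sided over the genes tested in both tissues, and the marker lists by the two-sided test against the pan-endocrine list. Principal components used the variance-stabilizing transformation of DESeq2 1.42.0. Tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

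The fits were tested on simulated data, with counts drawn from a negative binomial around the mean of all samples of a tissue, with the dispersions of the real data, and 200 genes with at least 50 counts on average changed by 1 or 2 on the log2 scale. Genes too low for filterByExpr were given the median dispersion. Of the 200, edgeR called 93 in the PEC design and 74 in the EEC design, and 7.00% and 10.8% of its calls were genes that had not been changed. DESeq2 called 112 and 118 of them, with 37.1% and 52.2% of its calls on unchanged genes. It was given 28730 and 29590 genes, which include those below filterByExpr and any that it left without an adjusted p. In the real data, DESeq2 gave an adjusted p for 21344 genes in PECs and 21291 in EECs. The interaction test found 33 of the 200.

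The pairing tried in the alternative with a replicate block comes from the replicate numbers in the sample labels alone, since the samples are different animals and neither the labels nor the paper say that equal numbers share a day or a batch. The other alternatives were DESeq2, RLE normalization, other filters on low counts, a threshold of 0.05, a single fit of all 12 samples, all 4 wild-type EEC samples, other CPM thresholds and scalings, other backgrounds, the removal of genes on pax6b's chromosome and leaving out each replicate in turn. Their effect is given in the closing section.

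The genes named in the text were set by a rule before the data were examined. They are pax6a and pax6b, the genes the paper names in its tables, in the figure of hormone changes and in its Results, genes of the terms its Results name, for each tissue the 5 largest changes in each direction among called genes whose samples do not overlap, and for the interaction the 5 largest in each direction among called genes. The wild-type EEC replicate 4 was left out of the mutant and tissue comparisons. The data of other tissues and of enteric neurons, FPKM values, term enrichment and all in situ results were not analysed here. 1 gene that the rule would name is not reported here.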

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

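The tests of library size, of the 2 unnamed genes, of shared pax6 reads, of neuron markers and of the position of the largest changes were chosen only after the results were seen, while the splits of the samples were chosen before. In 3 of 43 tests, made on the hormone and transcription factor genes and on the total counts of wild-type EECs, 1 of the 4 samples lay far from the other 3, where chance gives about 2.15. They are sst1.1, at 65.8 CPM in replicate 3 (95% interval 63.0 to 68.7), vip, at 0.619 CPM in replicate 4 (0.381 to 1.01, 16 counts), and sox4b, at 50.6 CPM in replicate 1 (48.9 to 52.4). The number is close to what chance gives, the 3 genes point to 3 different samples, and no explanation was tested.

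The effect of the mutation differed between PECs and EECs for 755 of 21067 tested genes by edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment, 361 with a higher and 394 with a lower effect in EECs. Values below are the EEC effect minus the PEC effect in log2. The 3 wild-type and 3 mutant samples lay apart in both tissues for 13 of the 32 named genes: ca6 (3.74, adjusted p = 3.95e-05), cftr (-3.68, adjusted p = 0.0132), gcgb (2.40, adjusted p = 0.0545), insl5b (-3.42, adjusted p = 0.0430), kcnn1b (-2.89, adjusted p = 0.0113), mlnl (-3.02, adjusted p = 0.00130), npy (-5.46, adjusted p = 0.0173), pdx1 (1.99, adjusted p = 0.0420), si:ch211-128n12.5 (6.72, adjusted p = 0.0134), si:ch211-183d5.2 (13.74, adjusted p = 0.00500), si:ch73-56d11.3 (-5.83, adjusted p = 0.0118), slc26a1 (3.40, adjusted p = 0.0861) and sst2 (4.04, adjusted p = 5.45e-04). They lay apart in PECs alone for abcg2a (-3.25, adjusted p = 0.0137), agrp (-9.34, adjusted p = 0.00818), arxa (-1.58, adjusted p = 0.0781), gpr20 (-10.16, adjusted p = 0.0235), ins (8.29, adjusted p = 0.00265), insl5a (-4.10, adjusted p = 0.00272), insm1b (-1.98, adjusted p = 0.0151), lpar5a (9.09, adjusted p = 0.0439), nitr3r.1l (-9.66, adjusted p = 0.0221), nkx6.2 (5.60, adjusted p = 1.81e-05), pyya (4.11, adjusted p = 2.98e-05), ucn3l (10.21, adjusted p = 0.0235), urp1 (-9.33, adjusted p = 0.0105) and nppal (9.16, adjusted p = 0.00274). They lay apart in EECs alone for ahsg2 (-9.80, adjusted p = 0.0298), angpt2b (-10.23, adjusted p = 0.0653), arhgap29a (-6.44, adjusted p = 0.0699), pyyb (-2.44, adjusted p = 8.56e-04) and ENSDARG00000093796 (8.58, adjusted p = 0.0151). With the replicate block, 10 of these genes did not pass: ahsg2 (adjusted p = 0.138), angpt2b (adjusted p = 0.302), arhgap29a (adjusted p = 0.120), arxa (adjusted p = 0.131), gpr20 (adjusted p = 0.194), lpar5a (adjusted p = 0.303), nitr3r.1l (adjusted p = 0.111), npy (adjusted p = 0.164), slc26a1 (adjusted p = 0.129) and ucn3l (adjusted p = 0.148). By chance, 3 samples lie apart from 3 others for 10% of genes. Where a group has no more than 3 counts in any sample, as for agrp, ahsg2, angpt2b, arhgap29a, gpr20, lpar5a, nitr3r.1l, si:ch211-128n12.5, si:ch211-183d5.2, ENSDARG00000093796, si:ch73-56d11.3 and ucn3l, the log2 value depends on the prior count and gives a direction only.

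Among splits of the 12 samples that part every same-numbered pair, 3 of 32, the real one included, gave at least 755 interaction genes. The largest, with 2498, keeps the real PEC groups and exchanges the EEC labels, so that genes changed alike in both tissues count as opposite. Of these splits, 8 keep the real PEC groups, and the largest count with the groups of both tissues mixed was 4. The 40 other splits part fewer pairs; the largest of them gave 516, and the largest with both tissues mixed 418. The 2 other splits that reach 755 keep the real groups of at least 1 tissue and so carry its genotype effect, which means that this test does not settle how far the count exceeds chance. With every library thinned to the smallest, 748 genes passed, 687 of them among the 755, and without the 2 unnamed genes that take many counts 764 passed, 748 of them among the 755. Neither a difference in library size nor these genes account for the count. Tissue, age and dissociation differ together, so their effects cannot be told apart here.

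Genes outside those the paper discusses had some of the largest changes with samples that did not overlap, 3 mutant against 3 wild type. In mutant PECs they were lpar5a (-10.01, adjusted p = 2.10e-04, at least 25.7-fold lower), si:ch211-183d5.2 (-8.67, adjusted p = 0.00271, at least 11.1-fold lower), si:ch211-219a15.3 (8.10, adjusted p = 0.00283, at least 9.88-fold higher), or111-11 (8.33, adjusted p = 0.00264, at least 11.6-fold higher), urp1 (9.47, adjusted p = 5.31e-06, from 0.320 ± 0.375 CPM to 244 ± 77.0 CPM) and si:ch1073-190k2.1 (12.91, adjusted p = 3.37e-06, at least 277-fold higher). In mutant EECs they were ahsg2 (-9.21, adjusted p = 0.0221, at least 13.6-fold lower), si:ch73-56d11.3 (-8.44, adjusted p = 5.90e-06, at least 126-fold lower), angpt2b (-7.39, adjusted p = 0.0384, at least 3.91-fold lower), arhgap29a (-7.35, adjusted p = 0.0246, at least 15.4-fold lower), BX649490.4 (6.94, adjusted p = 0.0115, at least 26.6-fold higher), si:ch211-128n12.5 (8.70, adjusted p = 0.0101, at least 14.1-fold higher), si:ch211-285c6.1 (8.79, adjusted p = 0.0124, at least 15.2-fold higher) and si:ch1073-190k2.1 (10.99, adjusted p = 5.90e-06, at least 426-fold higher). The mutants share a haplotype around pax6b, so genes linked to it can differ for reasons other than Pax6b. Of the 24 genes with the largest changes in either tissue or in the interaction, 19 could be placed, which is 79.2%, and 4 lie on pax6b's chromosome in GRCz12tu: agrp, nitr3r.1l, ENSDARG00000093796 and si:ch211-285c6.1 (odds ratio 4.61, Fisher's exact test, p = 0.0180). Fewer than 80% have a position, si:ch1073-190k2.1 among those without, and by that limit, written down for this test only after its result was seen, the check is void. Taken without the limit, more of these genes lie on that chromosome than chance gives, and for these 4 genes and those without a position an effect of Pax6b cannot be told apart from the haplotype around pax6b carried by the mutants; the other placed genes lie on other chromosomes.

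The paralog pax6a rose in 3 of 3 mutant PEC samples (log2 fold change 2.83, adjusted p = 6.54e-04), a gene the paper describes as not expressed in PECs. Reads shared with pax6b would raise pax6b as well, whose log2 fold change in mutant PECs was 0.0845, and the interaction for pax6a did not pass by edgeR (-2.41, adjusted p = 0.110) but passed by DESeq2 (-2.45, adjusted p = 0.0116) and without EEC wild-type replicate 3, with adjusted p from 0.0116 to 0.363 over the alternatives. Neuronal cells in the mutant preparations would raise neuron markers, whose median log2 fold change was -0.00994 over 5 tested genes, with 0 called higher and 1 lower. These markers are those of enteric neurons. They sum to 367 to 418 CPM in the 3 wild-type and 434 to 532 CPM in the 3 mutant PEC samples. These ranges do not overlap (10% by chance). The sums are not TMM-normalized, unlike the fold changes, so their rise alone does not show more neuronal cells. The markers were already present in wild-type PECs, and pax6a reached a mean of 20.9 CPM in mutants. This test may miss a small number of neuronal cells, so the rise of pax6a cannot be told apart from such cells in the mutant preparations. Shared reads do not account for it; dissociation and other groupings of the samples were not tested for this gene.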

How the results depend on the processing

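The thinning of libraries, the removal of the 2 unnamed genes and the CPM scaling of Table S4 were chosen only after the data were seen; all other alternatives were chosen before the data were examined. Where a value changed, the cause was not tested. Of 2374 alternatives chosen before for 171 log2 fold changes of single genes, 2132 kept direction and side of the threshold, 201 no longer passed it, 26 newly passed it and 15 changed direction. Among the added ones, 327 of 330 kept both. The share of shared genes changed in the same direction stayed between 79.5% and 85.2%, the EEC against PEC count between 4861 and 7674 and the calls on Table 3 genes between 26.0 and 35.0.

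With DESeq2, 1705 genes were called in EECs, 521 in both tissues and 1379 in the interaction. At an adjusted p under 0.05 these were 477, 152 and 480. With the replicate block, 1199 genes were called in PECs, 154 in both tissues and 435 in the interaction; 1181 of the PEC genes, 142 of the shared genes and 417 of the interaction genes are also called without it. Across fits that each left out one replicate, the count ran from 1148 to 3873 in PECs, from 391 to 678 in EECs, from 152 to 332 in both and from 503 to 1017 in the interaction. With 3 samples per group, how many genes are called depends on single samples.

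The first principal component held 52.1% of the variance over all genes with at least 10 counts in total, 84.8% on log2 of TMM-normalized CPM and 85.5% to 87.1% with one replicate left out. Genes above the threshold in both tissues made up 69.8% with every replicate past it, 79.7% at 1 CPM, 57.3% at 50 CPM and 71.4% to 74.0% with one replicate left out. With every replicate past the threshold, 297 genes were selective. Of the called beta markers, 94.4% were lower at an adjusted p under 0.05 (p = 0.0721 against the pan-endocrine list), 93.8% with the replicate block (p = 0.0909) and 87.0% to 95.0% with one replicate left out, with p from 7.82e-04 to 0.167 over all alternatives (Fisher's exact test). Of the called alpha markers, 50.0% to 68.8% were lower with one replicate left out, and the order against the pan-endocrine list changed in 4 of these fits. The odds ratio of shared calls near pax6b was 2.62 with DESeq2 (p = 3.29e-04) and 0.833 at an adjusted p under 0.05 (p = 1, Fisher's exact test), and that on its chromosome was 1.94 with DESeq2 (p = 1.78e-04) and 1.67 at 0.05 (p = 0.0894).

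With all 4 wild-type EEC samples, that of ccka in EECs was -0.00401 and that of insm1b 0.12. With one replicate left out, the ranges were -0.38 to 0.39 for pax6b in PECs; -0.58 to 1.87 for ins, -0.12 to 0.33 for ccka, -0.72 to 0.36 for insl5a, -0.29 to 0.0548 for insm1b and -0.44 to 1.13 for urp1 in EECs; and -0.68 to 0.00646 for arxa and -0.28 to 0.54 for pax4 from PECs to EECs.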

Differences from the paper's values

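In EECs, 780 genes were called against the paper's 1634, and 275 in both tissues against the paper's 517. Of these, 233 changed in the same direction against the paper's 424, 110 higher against the paper's 215 and 123 lower against the paper's 209. With DESeq2, the tool the paper names, the counts were 1705, 521, 430, 221 and 209. For the genes lower in both, the gap was also within 1.5 times with no filter on low counts (141), all 12 samples in one fit and without PEC wild-type replicate 3 (146); no other alternative set before the data were examined closed these gaps. Of the pan-endocrine markers, 24% were called against the paper's 15%; the value was 22% with at least 10 counts in every sample, 16% at an adjusted p under 0.05, with the replicate block and without PEC mutant replicate 1 or 2, and 14% without PEC wild-type replicate 1 or 2, and no other alternative set before the data were examined closed it.

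For mboat4 in PECs, the log2 fold change was 8.02 against the paper's 7.05 in Table S5; without PEC wild-type replicate 1 or 3 or mutant replicate 3 it was 7.72, 7.63 and 7.47, within the error. For gcgb in PECs it was -8.68 against the paper's -8.19, and within the error with all 12 samples in one fit (-8.68) and without PEC wild-type replicate 3 (-8.58), mutant replicate 1 (-8.38) or mutant replicate 3 (-8.72). For gcgb in EECs it was -6.30 against the paper's -5.44, and within the error without EEC wild-type replicate 2 (-5.75) or mutant replicate 2 (-6.19) or 3 (-6.15). For pnoca in PECs it was -3.53 against the paper's -2.04, and within the error with the replicate block (-2.42). For sst1.1 in EECs it was -6.92 against the paper's -0.94, and for scinlb in PECs 3.88 against the paper's 2.63; no alternative set before the data were examined closed either gap. The means in the paper's own Table 3 (27 and 0.2 CPM for sst1.1 in EECs, 83 and 1374 CPM for scinlb in PECs) differ by more than its Table S5 states and lie closer to the values here. DESeq2 was run here without shrinking fold changes toward no change. It gave -7.25 for sst1.1 in EECs and 3.87 for scinlb in PECs. The paper does not state whether its fold changes were shrunk, so Table S5 may hold an unlike measure.

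The log2 fold change of ins in PECs was -7.09 against the paper's value of about -6.6 in Fig. 5e, read by eye, and within the error with all 12 samples in one fit (-7.08), with the replicate block (-7.01) and without PEC wild-type replicate 2 (-6.79), mutant replicate 1 (-7.11) or mutant replicate 2 (-6.90). That of pyya in PECs was -5.08 against the paper's value of about -0.9 in Fig. 5e, read by eye. In EECs it was 2.41 for mlnl against about 5.1, 2.11 for ghrl against about 1.3 and -0.53 for gcga against about 0.9, the paper's values in Fig. 5f, read by eye. No alternative set before the data were examined closed the gaps of pyya, mlnl, ghrl and gcga. The values here for the other tissue lie closer to these figure values. In EECs, pyya changed by -0.97, and in PECs, mlnl changed by 5.43, ghrl by 1.41 and gcga by 0.91. For ins, which changed by 1.18 in EECs, the figure value lies closer to that of its own tissue. The cause was not tested. The paper's own tables lie closer to the values here than these figures: its Table S5 gives -4.83 for pyya in PECs and 2.23 for mlnl and 1.99 for ghrl in EECs, and its Table 3 lists gcga in EECs at 1982 CPM in wild type and 1526 CPM in mutants.

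The paper states that galn falls in mutant EECs, and its figure of EEC hormones also shows vipb and penka as lower; by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, galn (-6.203, adjusted p = 0.334), vipb (-2.13, adjusted p = 0.320) and penka (-1.36, adjusted p = 0.256) did not pass. DESeq2 called galn, vipb and penka (adjusted p = 0.00962, 0.00602 and 0.0547; over all alternatives from 0.00124 to 0.514, 0.00602 to 0.688 and 0.0547 to 0.550), galn was also called with all 12 samples in one fit and without EEC mutant replicate 1, and vipb without EEC wild-type replicate 1. The paper lists sst1.1 as lower in mutant EECs, which DESeq2, all 12 samples in one fit and the fit without EEC wild-type replicate 2 also call, but not edgeR here (adjusted p = 0.253). The paper describes gcga as raised in mutant PECs, although Fig. 5e draws it as not changed; here it changed by 0.91 (adjusted p = 0.131) and passed with no filter on low counts and without PEC wild-type replicate 3. The Discussion describes sst2 as not affected in EECs, where it changed by 1.87 (adjusted p = 0.0347). This change did not pass without EEC wild-type replicate 2 or mutant replicate 2, with adjusted p up to 0.145. Fig. 5a shows wild-type and mutant samples apart along its first component and the tissues along its second, while here the first component followed tissue, which accounted for 99.7% of its spread.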

Other observations

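The tests of dissociation, of library size and of RNA from other cells were chosen only after the results were seen, and the tests of other splits and of the haplotype for genes called in both tissues before. Among the 4 splits of 6 samples that part every same-numbered pair, 1, the real one, gave as many called genes in PECs, in EECs and between the tissues, and the other 3 gave 0; the 6 splits that part fewer pairs gave 0. For the genes called in both tissues, 1 of 16 pairs of such splits, the real one, gave as many, and the other pairs, including 84 that part fewer pairs, gave 0. So few comparable splits cannot give a share under 0.05. This test alone cannot tell the counts in PECs, in EECs and between the tissues apart from other groupings, although no other split gave a called gene. For the genes called in both tissues, the limit to 16 pairs rests on replicate numbers alone. If these numbers mark no batch, the 84 further pairs count too. The 275 genes of the real pair against 0 in every other then argue against another grouping as their source.

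With libraries thinned to the smallest, 2022 genes were called in PECs, 1933 of them among the 2089, so a difference in library size does not account for the count. Immediate early genes had a median log2 fold change of 0.65 in mutant PECs, with 2 of 10 called higher and 1 lower, and of 0.71 in mutant EECs, with 1 of 10 called higher. A response to dissociation may add to the called genes in both tissues and cannot be told apart from an effect of Pax6b for the genes it would reach.

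Genes called in both tissues were more frequent on pax6b's chromosome (22 of 761) than elsewhere (230 of 12959; odds ratio 1.65, Fisher's exact test, two-sided, p = 0.0356). Within 10 Mb of pax6b they were 3.29% of genes against 1.81% elsewhere (Fisher's exact test, odds ratio 1.85, p = 0.0905), and within 5 Mb 3 of 123 (odds ratio 1.34, p = 0.495). The p near pax6b ranged from 3.29e-04 to 1.00 over the alternatives, and positions on GRCz12tu were known for 80.3% of the genes tested in both tissues. The haplotype around pax6b may account for part of these calls on its chromosome, and the tests cannot tell; most shared calls lie on other chromosomes.

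Of 21 markers of acinar cells, enterocytes, goblet cells and hepatocytes, 6 (28.6%) were among the EEC-selective genes, against 410 of 31880 other genes (1.29%; odds ratio 30.7, Fisher's exact test, one-sided, p = 2.18e-07). A candidate explanation for part of the EEC-selective genes is RNA from other cells of the gut and exocrine pancreas, which this test does not part from expression of these markers in EECs.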
